# Single-nucleus transcriptomics reveal the differentiation trajectories of periosteal skeletal/stem progenitor cells in bone regeneration

**DOI:** 10.7554/eLife.92519

**Published:** 2024-12-06

**Authors:** Simon Perrin, Maria Ethel, Vincent Bretegnier, Cassandre Goachet, Cécile-Aurore Wotawa, Marine Luka, Fanny Coulpier, Cécile Masson, Mickael Ménager, Céline Colnot

**Keywords:** periosteum, bone repair, stem cell, Mouse

## Abstract

Bone regeneration is mediated by skeletal stem/progenitor cells (SSPCs) that are mainly recruited from the periosteum after bone injury. The composition of the periosteum and the steps of SSPC activation and differentiation remain poorly understood. Here, we generated a single-nucleus atlas of the periosteum at steady state and of the fracture site during the early stages of bone repair (https://fracture-repair-atlas.cells.ucsc.edu). We identified periosteal SSPCs expressing stemness markers (*Pi16* and *Ly6a*/SCA1) and responding to fracture by adopting an injury-induced fibrogenic cell (IIFC) fate, prior to undergoing osteogenesis or chondrogenesis. We identified distinct gene cores associated with IIFCs and their engagement into osteogenesis and chondrogenesis involving Notch, Wnt, and the circadian clock signaling, respectively. Finally, we show that IIFCs are the main source of paracrine signals in the fracture environment, suggesting a crucial paracrine role of this transient IIFC population during fracture healing. Overall, our study provides a complete temporal topography of the early stages of fracture healing and the dynamic response of periosteal SSPCs to injury, redefining our knowledge of bone regeneration.

## Introduction

The skeleton provides structural support and protection for internal organs in the vertebrate body. Bones can fracture but regenerate themselves efficiently without scarring. Bone regeneration is mediated by the action of resident skeletal stem/progenitor cells (SSPCs) from periosteum and bone marrow, and SSPCs from skeletal muscles adjacent to the fracture site (Duchamp de Lageneste et al., 2018; Jeffery et al., 2022; Julien et al., 2020; Julien et al., 2021). SSPCs are activated during the inflammatory phase of healing and differentiate into osteoblasts and/or chondrocytes to repair bone via a combination of intramembranous and endochondral ossification. During intramembranous ossification, SSPCs differentiate directly into osteoblasts, while during endochondral ossification SSPCs first differentiate into chondrocytes to form an intermediate cartilage template subsequently replaced by bone.

The periosteum, an heterogeneous tissue located on the outer surface of bones, is a crucial source of SSPCs during bone healing (Duchamp de Lageneste et al., 2018; Jeffery et al., 2022; Debnath et al., 2018; Matthews et al., 2021; Ortinau et al., 2019). Periosteal SSPCs exhibit a high regenerative potential. They display both osteogenic and chondrogenic potentials after injury compared to bone marrow SSPCs that are mostly osteogenic and skeletal muscle SSPCs that are mostly chondrogenic (Duchamp de Lageneste et al., 2018; Jeffery et al., 2022; Julien et al., 2020; Julien et al., 2021; Matsushita et al., 2020). Periosteal SSPCs (pSSPCs) are still poorly characterized and their response to bone injury remains elusive. Recent advances in single-cell/-nucleus transcriptomic analyses provided new insights into stem cell population heterogeneity and regeneration processes in many organs (De Micheli et al., 2020; Guerrero-Juarez et al., 2019; Storer et al., 2020). However, few studies have investigated bone fracture healing at the single-cell level, and these studies have focused on cultured cells or late stages of bone repair (Julien et al., 2020; Sivaraj et al., 2022). Therefore, a complete dataset of periosteum and bone regeneration is lacking and is essential to decipher the mechanisms of pSSPC activation and regulation. Here, we created a single-nucleus atlas of the uninjured periosteum and its response to bone fracture. We generated single-nucleus RNAseq (snRNAseq) datasets from the uninjured periosteum and from the periosteum and hematoma/callus at days 3, 5, and 7 post-tibial fracture. Our analyses thoroughly describe the heterogeneity of the periosteum at steady state and the steps of pSSPC activation and differentiation after injury. We show that pSSPCs represent a single population localized in the fibrous layer of the periosteum. Periosteal SSPCs can provide osteoblasts and chondrocytes for bone repair by first generating a common injury-induced fibrogenic cell (IIFC) population that can then engage into osteogenesis and chondrogenesis. We identified the gene networks regulating pSSPC fate after injury and IIFCs as the main population producing paracrine factors mediating the initiation of bone healing.

## Results

### Heterogeneity of the periosteum at steady state

To investigate the heterogeneity of the periosteum at steady state, we performed snRNAseq of the periosteum of wild-type mice (Figure 1A and B). 

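Periosteal nuclei were sequenced in 2 libraries, each a pool of nuclei from several tibias. The authors deposited, for each library, the raw UMI counts (unique molecular identifiers, 1 per captured transcript) of every gene in every nucleus barcode, made with Cell Ranger from intronic and exonic reads and not normalized. Replicate 1 held 655 barcodes with 1499281 UMIs and replicate 2 held 1446 barcodes with 6570301 UMIs, at medians of 1268 and 2636 UMIs per barcode. Nuclei were filtered with the limits given in the methods, myogenic nuclei were removed, and the libraries were integrated with Seurat on the genes shared by all annotations, without the marker and score genes measured later. Clusters were named from the marker genes the paper lists, and the names end in "-like" because a rebuilt population need not hold the same nuclei as the paper's, which may account for differences in shares. Expression is given as CPM, the counts of a gene scaled to all UMIs of the nuclei concerned. Shares of nuclei with a UMI of a gene were computed after 500 UMIs had been drawn from each nucleus at random, so that deeper nuclei were not counted positive more often. Nuclei of a library are not independent samples, so values were kept per library, and intervals from counts cover counting error only.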

Single-nucleus transcriptomics was previously shown to provide results equivalent to single-cell transcriptomics, but with better cell type representation and reduced digestion-induced stress response (Machado et al., 2021; Selewa et al., 2020; Ding et al., 2020; Wen et al., 2022). 

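The uninjured libraries gave 414 nuclei in replicate 1 and 772 in replicate 2 after filtering, 1186 in all. These nuclei formed 13 clusters, 2 of which, with 54 nuclei, took no name. The others fell into 8 populations, with 387 endothelial-like, 281 fibroblast-like, 123 pericyte/SMC-like, 99 osteoblast-like, 83 SSPC-like, 77 immune-like, 47 adipocyte-like and 35 Schwann-like nuclei. Pi16 (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593 of GRCm38) reached 1544 CPM in SSPC-like nuclei (exact Poisson 95% interval 1424 to 1670) and 99.2 in fibroblast-like nuclei. Among the named populations, Pdgfra (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) was highest in fibroblast-like nuclei, at 539.9 CPM, with 317 in SSPC-like and 4.05 in pericyte/SMC-like nuclei. Runx2 (ENSMUSG00000039153, chromosome 17 from 44495987 to 44814797) reached 4644 CPM in osteoblast-like nuclei and 237 in fibroblast-like nuclei. Tagln, Ptprc, Lpl and Pecam1 were each highest in the population they mark, with 789 CPM of Tagln in pericyte/SMC-like, 1529 of Ptprc in immune-like, 826 of Lpl in adipocyte-like and 1886 of Pecam1 in endothelial-like nuclei. The next highest values were 74.8 for Tagln, 254.9 for Lpl and 188 for Pecam1, while Ptprc stayed at or below 5.00 elsewhere. These genes, like Pi16, Pdgfra and Runx2, were among those that named the populations, so their ranks follow in part from the naming.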

After filtering, we obtained 1189 nuclei, corresponding to eight cell populations: SSPCs (expressing *Pi16*), fibroblasts (expressing *Pdgfra*), osteogenic cells (expressing *Runx2*), Schwann cells (expressing *Mpz*), pericytes/smooth muscle cells (SMCs, expressing *Tagln*), immune cells (expressing *Ptprc*), adipocytes (expressing *Lpl*), and endothelial cells (ECs, expressing *Pecam1*) (Figure 1C and D, Figure 1—figure supplement 1A). We performed in-depth analyses of the SSPC, fibroblast, and osteogenic cell populations. Subset analyses of clusters 0–5 identified five distinct SSPC/fibroblast populations expressing *Pdgfra* and *Prrx1: Pi16^+^ Ly6a* (SCA1) ^+^ cells (cluster 0), *Csmd1^+^* cells (cluster 1)*, Hsd11b1^+^* cells (cluster 2)*, Cldn1^+^* cells (cluster 3)*,* and *Luzp2^+^* cells (cluster 4) (Figure 2A and B). 

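The nuclei of the SSPC-like, fibroblast-like and osteoblast-like clusters and of both unnamed clusters, 517 in all, were reclustered with the paper's settings and gave 6 subclusters. They are named here by the paper's marker that was highest in each. The Csmd1+ subcluster held 208 nuclei, the osteogenic subcluster 128, the Pi16+ subcluster 88, the Luzp2+ subcluster 39, the Cldn1+ subcluster 36 and the Hsd11b1+ subcluster 18. Both libraries contributed to each of them, although only 8 osteogenic nuclei came from replicate 1. Csmd1 reached 5542 CPM in its subcluster and at most 1097 elsewhere. Luzp2 reached 5815 in its own and Cldn1 401, against 100.4 for Cldn1 in the Luzp2+ subcluster. Hsd11b1 rested on 7 UMIs, 108 CPM. Prrx1 (ENSMUSG00000026586, chromosome 1 from 163245119 to 163313710) ranged from 258 CPM in the Cldn1+ to 1461 in the Csmd1+ subcluster. For Pdgfra the range among the populations other than the osteogenic nuclei was 174 in the Cldn1+ to 1251 in the Hsd11b1+ subcluster, with 122 in the osteogenic nuclei.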

Cluster 0 is the only cell cluster containing cells expressing *Pi16* and stemness markers including *Ly6a* (SCA1)*, Dpp4,* and *Cd34* (Figure 2C and D). 

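Shares of nuclei with a UMI were compared between the subclusters at 500 UMIs per nucleus. In the Pi16+ subcluster, 62.5% of nuclei had a Pi16 UMI, 39.8% a Dpp4 UMI, 25.0% a Cd34 UMI and 11.4% a Ly6a UMI. Pericytes and SMCs should lack these genes, and among the 123 pericyte/SMC-like nuclei, of median depth 2960 UMIs against 3053 in the Pi16+ subcluster, the share was 0.813% for Pi16 and 0 for the other genes, which a true share of up to 2.44% allows (3 nuclei). In the Csmd1+ subcluster, of median depth 1625 UMIs, 9.13% of nuclei had a Pi16 UMI, 4.33% a Dpp4 UMI, 17.8% a Cd34 UMI and 6.73% a Ly6a UMI. In the Luzp2+, Cldn1+ and Hsd11b1+ subclusters no nucleus had a Pi16 or Ly6a UMI, and the highest share of these nuclei with either of the remaining genes was 5.56%. Without thinning, Pi16 reached 1532 CPM in the Pi16+ and 112 in the Csmd1+ subcluster, Dpp4 (ENSMUSG00000035000, chromosome 2 from 62330073 to 62412231) 1225 and 86.5, Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) 666 and 346, and Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) 224 and 182. The difference in share between the Pi16+ and the next highest subcluster was 53.4 percentage points for Pi16, 35.4 for Dpp4, 7.21 for Cd34 and 4.63 for Ly6a. With 1000 UMIs drawn in place of 500 it was 53.7 points for Dpp4 and 18.7 for Cd34. Without uninjured replicate 2 the difference was 72.7 points for Pi16, 17.5 for Dpp4 and 13.4 for Ly6a, and without replicate 1 it was 43.2 points for Pi16 and 0.782 for Ly6a.

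**Figure D1:**
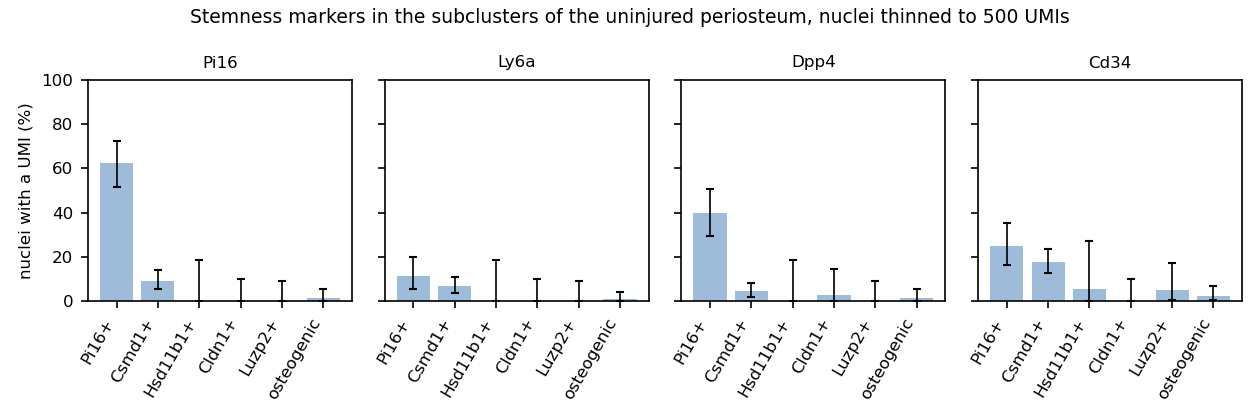
Share of nuclei (%) with a UMI of Pi16, Ly6a, Dpp4 or Cd34 in each subcluster of the uninjured periosteum, at 500 UMIs per nucleus; bars give the share over both libraries and error bars its 95% Clopper-Pearson interval. All of the genes are highest in the Pi16+ subcluster, and Cd34 reaches 17.8% in the Csmd1+ subcluster.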

CytoTrace scoring identified *Pi16*^+^ cells as the population in the most undifferentiated state (Figure 2E). 

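CytoTRACE ranks cells by the number of genes they express and by genes that vary with this number, and both quantities were computed per subcluster. The smoothing that CytoTRACE then applies was left out, so the values are not its scores. At 500 UMIs per nucleus the median number of detected genes was 381 in replicate 1 and 395 in replicate 2 for the Pi16+ subcluster, and 369.5 and 397 for the osteogenic subcluster, which came next. The means over the libraries differed by 4.75 genes. Within the libraries the Pi16+ subcluster was 10.0 genes above the next highest, Luzp2+ with 371, in replicate 1 and -2.0 genes from the osteogenic subcluster in replicate 2, an SD of 8.49. Thinning moved this result most, since without it the Luzp2+ subcluster had the highest mean over the libraries and the difference from it was -179 genes. The signature was the mean log expression of the 200 genes most correlated with the number of detected genes. At 500 UMIs and over both libraries together, it was 0.505 in the Pi16+, 0.648 in the osteogenic, 0.489 in the Csmd1+ and 0.347 in the Luzp2+ subcluster. Within libraries the gap was smaller, with 0.386 in the Pi16+ and 0.428 in the osteogenic subcluster (8 nuclei) in replicate 1. In replicate 2 these were 0.564 and 0.663. The Hsd11b1+ subcluster, at 0.412 on 7 nuclei, also lay above the Pi16+ subcluster in replicate 1. Without thinning the same signature, over both libraries together, was 1.09 in the Pi16+, 0.991 in the Hsd11b1+, 0.905 in the Luzp2+, 0.875 in the Csmd1+ and 0.789 in the osteogenic subcluster. In replicate 1 alone the Pi16+ subcluster, at 0.747, lay below the Hsd11b1+ and Luzp2+ subclusters, at 0.837 and 0.809. From its CytoTRACE scores, the paper states that the Pi16-expressing population is the least differentiated.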

We performed in vitro CFU assays with sorted GFP^+^SCA1^+^ and GFP^+^SCA1^-^ cells isolated from the periosteum of *Prrx1^Cre^; R26^mTmG^* mice, as *Prrx1* labels all SSPCs contributing to the callus formation including *Pi16*^+^ cells (Figure 2D; Duchamp de Lageneste et al., 2018). Prrx1-GFP^+^ SCA1^+^ cells showed higher CFU potential compared to GFP^+^SCA1^-^ cells, confirming their stem/progenitor property (Figure 2F and G). Then, we grafted Prrx1-GFP^+^ SCA1^+^ and Prrx1-GFP^+^ SCA1^-^ periosteal cells at the fracture site of wild-type mice. Only GFP^+^SCA1^+^ cells formed cartilage after fracture indicating that GFP^+^SCA1^+^ cells encompass periosteal SSPCs with osteochondrogenic potential (Figure 2H). We explored the expression of other known markers of periosteal SSPCs, including *Ctsk*, *Acta2* (αSMA), *Gli1*, and *Mx1*, but no marker was fully specific to one cell cluster (Figure 2—figure supplement 1; Duchamp de Lageneste et al., 2018; Jeffery et al., 2022; Debnath et al., 2018; Matthews et al., 2021; Ortinau et al., 2019; Tournaire et al., 2020; Gao et al., 2019; Chan et al., 2015; He et al., 2017; Böhm et al., 2019).

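Among the 6 subclusters, Ctsk ranged from 13.4 CPM in the Luzp2+ to 74.6 in the osteogenic nuclei, with 44.3 in the Pi16+ subcluster. Acta2 had at most 37.3 CPM, in the osteogenic nuclei, and 7.38 in the Pi16+ subcluster. Gli1 was detected in every subcluster and was highest in the Cldn1+ and Hsd11b1+ subclusters, at 336 and 201 CPM, against 22.1 in the Pi16+ subcluster. Mx1 was not among the genes listed for every library, to which the other counts were limited. In the uninjured libraries, which list it, no UMI of Mx1 was counted in any of the 6 subclusters.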

**Figure 1.**
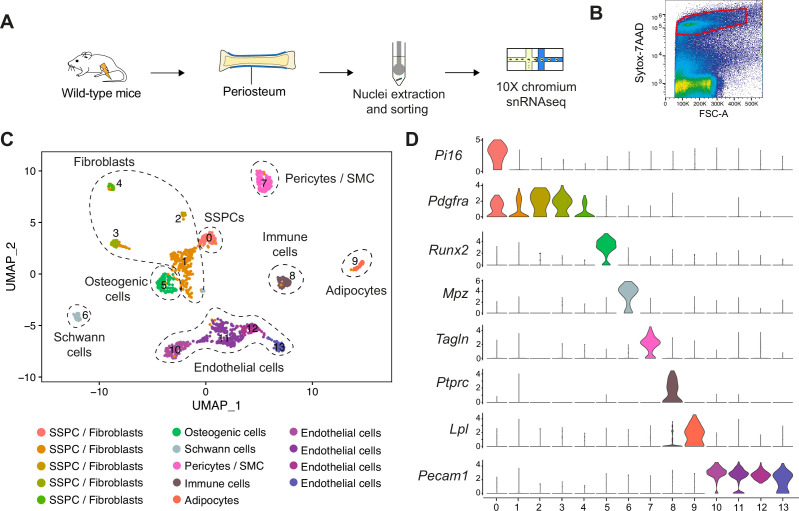
Heterogeneity of the periosteum at steady state. (**A**) Experimental design. Nuclei were extracted from the periosteum of uninjured tibia and processed for single-nucleus RNAseq. (**B**) Sorting strategy of nuclei stained with Sytox-7AAD for snRNAseq. Sorted nuclei are delimited by a red box. (**C**) UMAP of color-coded clustering of the uninjured periosteum dataset. Eight populations are identified and delimited by black dashed lines. (**D**) Violin plots of key marker genes of the different cell populations.

**Figure 1—figure supplement 1.**
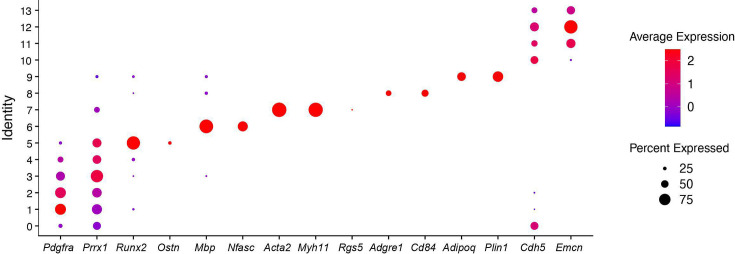
Dot plot of marker genes of the populations from uninjured periosteum.

**Figure 2.**
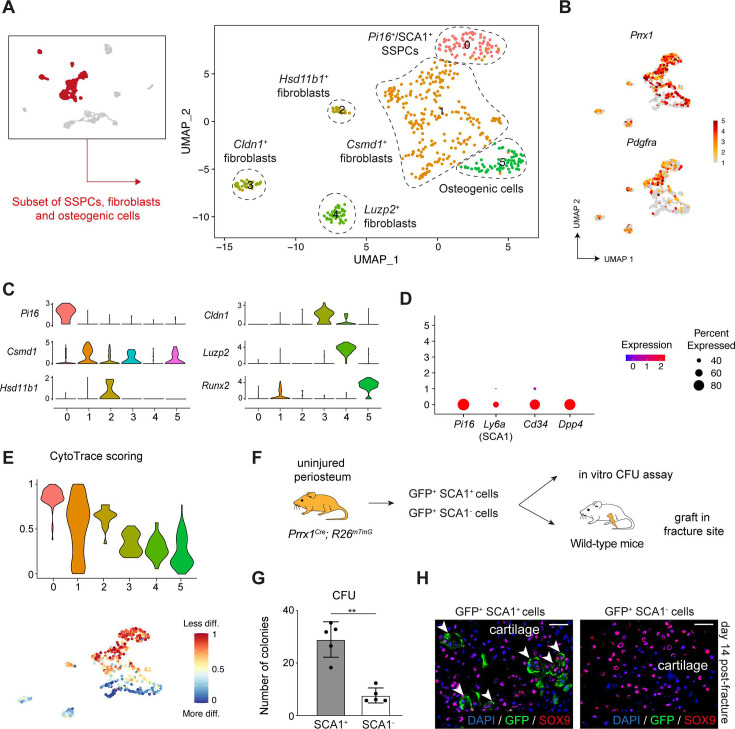
Identification of periosteal skeletal stem/progenitor cells in the intact periosteum. (**A**) UMAP of color-coded clustering of the subset of SSPCs/fibroblasts. (**B**) Feature plots of *Prrx1* and *Pdgfra* in the subset of SSPCs/fibroblasts. (**C**) Feature plots of key marker genes of the different cell populations. (**D**) Dot plot of the stemness markers *Pi16, Ly6a* (SCA1)*, Cd34,* and *Dpp4*. (**E**) Violin and feature plots of CytoTrace scoring in the subset of SSPCs/fibroblasts, showing that SCA1 expressing SSPCs (cluster 0) are the less differentiated cells in the dataset. (**F**) Experimental design: GFP^+^ SCA1^+^ and GFP^+^ SCA1^-^ were isolated from uninjured tibia of *Prrx1^Cre^; R26^mTmG^* mice and used for in vitro CFU assays or grafted at the fracture site of wild-type mice. (**G**) In vitro CFU assay of murine periosteal Prrx1-GFP^+^ SCA1^+^ and Prrx1-GFP^+^ SCA1^-^ cells (n = 5 biological replicates from 2 distinct experiments). (**H**) High magnification of SOX9 immunofluorescence of callus section 14 days post-fracture showing that GFP^+^SCA1^+^ cells contribute to the callus (white arrowheads) while GFP^+^ SCA1^-^ cells are not contributing (n = 3 per group).

**Figure 2—figure supplement 1.**
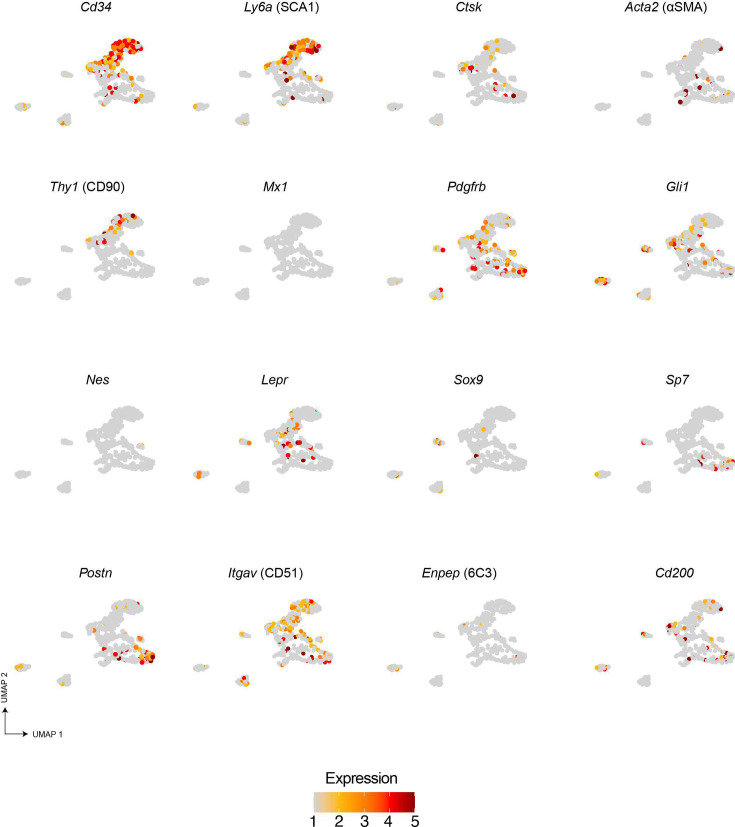
Expression of known skeletal stem/progenitor cell (SSPC) markers in the periosteum at steady state. Feature plots of known markers of SSPCs in the SSPC/fibroblast subset of the periosteum at steady state.

### The fracture repair atlas

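Besides the uninjured libraries, 4 libraries of fractured tibias were analysed, with 2 from day 3 and a single library each from days 5 and 7. In each, the periosteum and the hematoma had been collected together and the authors deposited raw UMI counts as for the uninjured libraries. Day 3 replicates 1 and 2 held 754 and 4712 barcodes, day 5 held 2536 and day 7 held 3448, with 2516184, 29796296, 10411092 and 4500767 UMIs. The median was 2380.5, 1366, 2806 and 892 UMIs per barcode in the same order. Between 98.9 and 99.8% of the UMIs of each library lay in the 30406 genes listed for all 6 libraries, to which the counts were limited. For days 5 and 7 no replicate spread exists and no test was made. For days 0 and 3 an exact two-sided permutation of 2 libraries against 2 cannot give a p below 0.333, so single values are given per library without such a test. The counts of uninjured replicate 1 and of days 5 and 7 came from another version of Cell Ranger than those of the remaining libraries, so that no version holds both day 3 and a later day. Each group can be compared within a version with 1 of the uninjured libraries, days 5 and 7 with replicate 1 and day 3 with replicate 2.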

To investigate the periosteal response to bone fracture, we collected injured periosteum with hematoma /callus at days 3, 5, and 7 post-fracture, extracted the nuclei and processed them for snRNAseq (Figure 3A). 

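The filter on genes, mitochondrial and ribosomal UMIs kept 644 and 1182 barcodes of the uninjured libraries, 753 and 1720 of the day 3 libraries, 2423 of day 5 and 1351 of day 7. After the removal of myogenic nuclei, 6178 nuclei entered the combined clustering, with 465 and 905 from the uninjured libraries, 362 and 1251 from day 3, 2091 from day 5 and 1104 from day 7. Their median depth was 1162 and 2855 UMIs in the uninjured, 1813.5 and 4098 in the day 3, 2752 in the day 5 and 1247.5 in the day 7 library.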

We combined the datasets with the uninjured periosteum from Figure 1 and obtained a total of 6213 nuclei after filtering. The combined dataset was composed of 25 clusters corresponding to 11 cell populations: SSPCs (expressing *Pi16*), IIFCs (expressing ECM-related genes including *Postn*), osteoblasts (expressing *Ibsp*), chondrocytes (expressing *Col2a1*), osteoclasts (expressing *Ctsk*), immune cells (expressing *Ptprc*), Schwann cells (expressing *Mpz*), endothelial cells (expressing *Pecam1*), pericytes (expressing *Rgs5*), SMCs (expressing *Tagln*), and adipocytes (expressing *Lpl*) (Figure 3B and C, Figure 3—figure supplements 1 and 2). 

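The combined clustering at resolution 1.3 gave 23 clusters, 3 of which took no name, and 11 named populations. Immune-like nuclei numbered 1623 in 5 clusters, IIFC-like nuclei 893 in 2, endothelial-like nuclei 886 in 4, fibroblast-like nuclei 808, chondrocyte-like nuclei 390, osteoblast-like nuclei 341 in 2, pericyte/SMC-like nuclei 244 and SSPC-like nuclei 163. The smallest were the osteoclast-like, Schwann-like and adipocyte-like populations with 90, 54 and 51 nuclei. Genes that played no part in the naming led several clusters, such as Opcml and Rorb with Pi16 in the SSPC-like cluster, Hapln1 and Col9a1 with Col2a1 in the chondrocyte-like cluster, Brinp3 and Fhod3 with Tnn in the larger IIFC-like cluster and Fat3, Tnfrsf19 and Intu in an osteoblast-like cluster. The smaller IIFC-like cluster, of 166 nuclei, was led by Gm42418, Bmp1 and Mrc2 and had a median of only 694 UMIs. The unnamed clusters held 635 nuclei. The largest of them, of 278 nuclei, was led by Csf3r, Sorl1 and Ripor2, with the myogenic Ttn and Neb among its top 10 genes, at a median of 962.5 UMIs. Tnmd, Mkx and Thbs4, which are tendon-associated, led the next, of 241 nuclei closest to the IIFC-like population, and Tenm2, Luzp2 and Ntng1 led the last, of 116 nuclei closest to the fibroblast-like population.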

Next, we observed the dynamics of the cell populations in response to bone fracture (Figure 3D, Figure 3—figure supplement 1B). 

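Among all nuclei of a library, SSPC-like nuclei made up 5.38 and 6.30% of the uninjured libraries and 0.829 and 0.480% of the day 3 libraries, or 5.84% ± 0.652 and 0.654% ± 0.247 (SD, n = 2 libraries each). The share was 1.63% at day 5 (95% Clopper-Pearson interval 1.13 to 2.26) and 3.44% at day 7 (2.45 to 4.69). Ly6a in SSPC-like nuclei was at 48.0 and 51.9 CPM on these days, on 7 and 3 UMIs, against 233 in uninjured. The later shares therefore need not mean a return of the uninjured population. The day 3 values rest on 3 and 6 SSPC-like nuclei. Clustering without integration moved the difference between day 3 and uninjured most, from -5.18 to -20.5 percentage points, with no separate fibroblast-like population. SSPC-like and fibroblast-like nuclei together, taken as the counterpart of the paper's SSPCs, made up 14.6 and 22.1% of the uninjured and 18.0 and 12.1% of the day 3 libraries, 14.0% at day 5 and 17.7% at day 7. Their mean fell by 3.35 percentage points from uninjured to day 3, which is within the spread of the replicates, and without uninjured replicate 2 it rose by 0.389 points. Fibroblast-like nuclei had 182 CPM of Ly6a in uninjured, but 21.3, 8.74 and 5.76 at days 3, 5 and 7. Their Postn also rose after fracture, as given below, so part of them may be the paper's IIFCs. Taking both populations together may then hide a fall of the paper's SSPCs. IIFC-like nuclei made up 2.37 and 1.99% of the uninjured libraries, 9.94 and 5.76% at day 3, 23.0% at day 5 (21.2 to 24.9) and 24.9% at day 7 (22.4 to 27.6). The rise to day 3 was 5.67 percentage points with all libraries, 3.58 without day 3 replicate 1. The larger IIFC-like cluster held 401 of the 2091 nuclei at day 5 and 199 of the 1104 at day 7. The shallow cluster led by Gm42418 held 80 and 76. Without this shallow cluster the IIFC-like share would not be higher at day 7 than at day 5.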

After injury, the percentage of SSPCs was strongly decreased and the percentage of IIFCs progressively increased (Figure 3D and E). The percentage of chondrocytes and osteoblasts increased from day 3 post-fracture. 

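Chondrocyte-like nuclei made up 0.654% ± 0.0126 of the uninjured and 0.614% ± 0.303 of the day 3 libraries (SD, n = 2 each), 6.504% of the day 5 library (5.48 to 7.65) and 21.5% of the day 7 library (19.1 to 24.0). The uninjured libraries, counted with different versions of Cell Ranger, were at 0.645 and 0.663%. The uninjured and day 3 groups did not differ by more than their spread. Osteoblast-like nuclei, which include the osteogenic nuclei of the uninjured periosteum, made up 1.29 and 8.62% of the uninjured libraries and 1.66 and 2.08% of the day 3 libraries. They reached 8.13% at day 5 (6.99 to 9.39) and 4.98% at day 7 (3.77 to 6.44). The wide spread between the uninjured replicates leaves the change from uninjured to day 3 undetermined.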

Immune cells were drastically increased at day 3 after injury, before progressively decreasing at days 5 and 7 post-fracture (Figure 3E).

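Immune-like nuclei made up 6.33% ± 1.36 of the uninjured libraries (SD, n = 2) and 39.0 and 56.5% of the day 3 libraries, a difference of 41.4 percentage points against an SD of 12.4 between the day 3 replicates. Their share was 25.7% at day 5 (23.9 to 27.7) and 13.2% at day 7 (11.3 to 15.4). The difference between day 3 and uninjured was between 32.6 and 50.2 points when 1 library was left out. Endothelial-like nuclei fell from 36.5% ± 11.0 of the uninjured to 7.94% ± 4.00 of the day 3 libraries. Because all shares of a library add up to 100%, the rise of the immune-like share lowers the others.

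**Figure D2:**
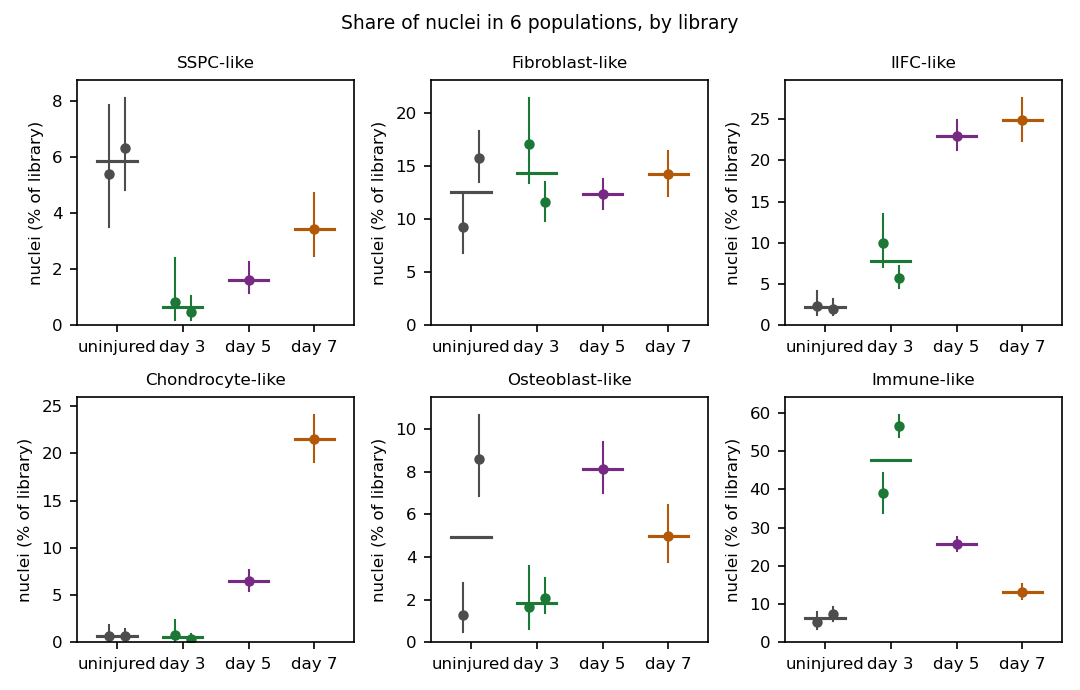
Share of nuclei (% of the nuclei of a library) in 6 populations in the uninjured periosteum and at days 3, 5 and 7 post-fracture; points are libraries with 95% Clopper-Pearson intervals and lines give the mean of the libraries of a time point. The immune-like share is highest at day 3 and the chondrocyte-like share at day 7.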

**Figure 3.**
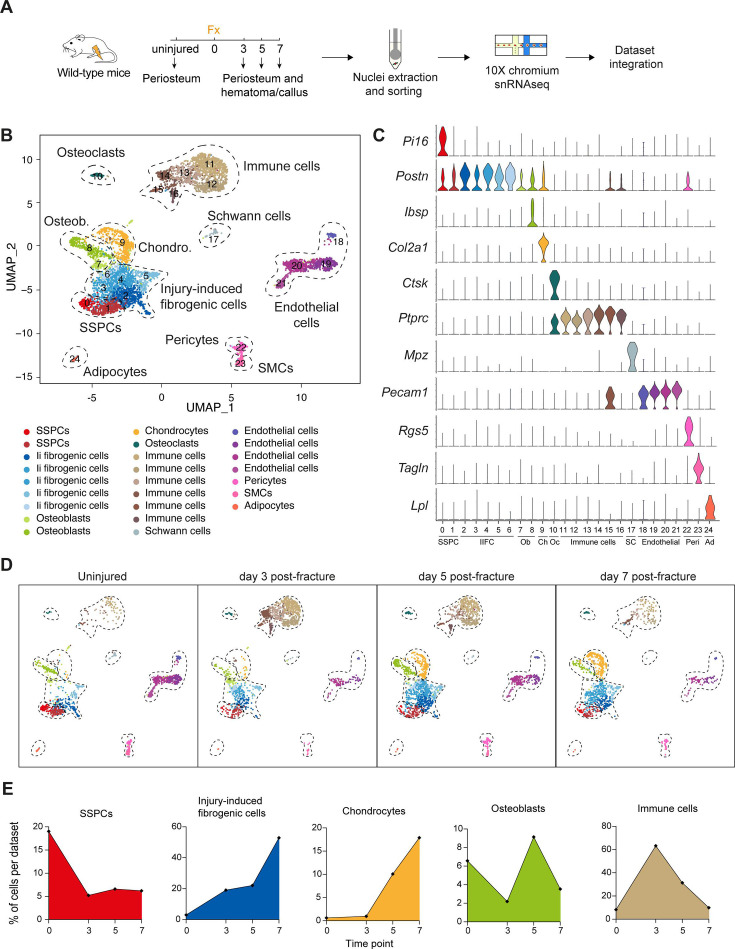
Periosteal response to fracture at single-nucleus resolution. (**A**) Experimental design. Nuclei were extracted from the periosteum of uninjured tibia and from the injured periosteum and hematoma/callus at days 3, 5, and 7 post-tibial fracture of wild-type mice and processed for single-nucleus RNAseq. (**B**) UMAP of color-coded clustering of the integration of uninjured, day 3, 5, and 7 datasets. Eleven populations are identified and delimited by black dashed lines. (**C**) Violin plots of key marker genes of the different cell populations. (**D**) UMAP of the combined dataset separated by time point. (**E**) Percentage of cells in skeletal stem/progenitor cell (SSPC), injury-induced fibrogenic cell, osteoblast, chondrocyte, and immune cell clusters in uninjured, day 3, 5, and 7 datasets.

**Figure 3—figure supplement 1.**
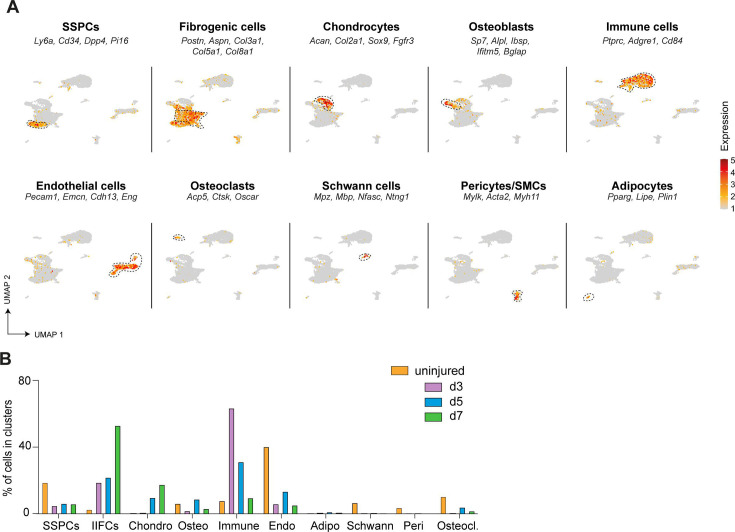
Heterogeneity and dynamics of the cell populations in the fracture environment. (**A**) Feature plots of the lineage score of the different cell populations in the combined fracture datasets. (**B**) Percentage of cells in each cell population per time point.

**Figure 3—figure supplement 2.**
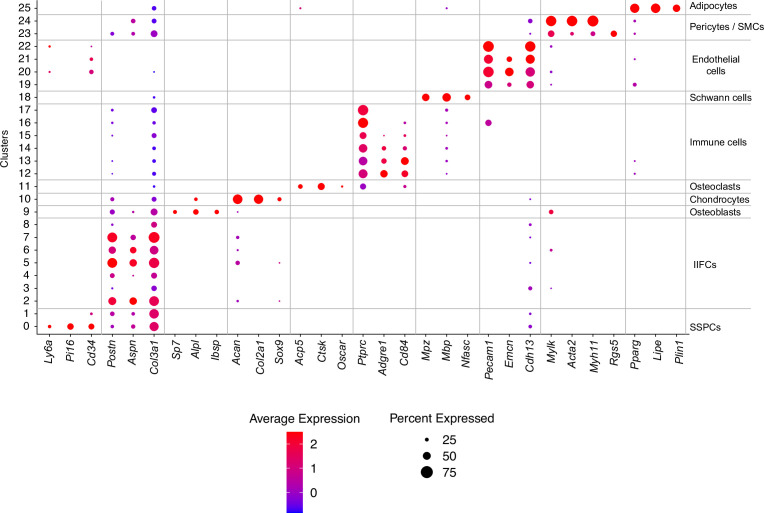
Dot plot of marker genes of the populations from the combined fracture dataset.

### Spatial organization of the fracture callus

To evaluate the spatial distribution of the main cell populations identified in the snRNAseq datasets, we performed in situ immunofluorescence and RNAscope experiments on uninjured periosteum and days 3, 5, and 7 post-fracture hematoma/callus tissues. In the uninjured periosteum, we detected *Pi16*-expressing SSPCs, *Postn*-expressing cells, OSX^+^ osteoblasts, PECAM1^+^ endothelial cells, and CD45^+^ immune cells (Figure 4A and B). 

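Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037) was counted by population in the uninjured libraries. Osteoblast-like nuclei had 434 CPM (360.0 to 518, exact Poisson 95% interval), and 19.2% of them had a UMI at 500 UMIs per nucleus. Fibroblast-like nuclei had 12.6 CPM. In endothelial-like nuclei, which should lack the gene, the value was 6.74 CPM and the share 0.517%, at median depths of 2810 UMIs there and 1697 in osteoblast-like nuclei. Runx2 was detected at 500 UMIs per nucleus in 68.7% of osteoblast-like nuclei and in no endothelial-like or pericyte/SMC-like nucleus.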

*Pi16*-expressing SSPCs were located within the fibrous layer, while *Postn*-expressing cells were found in the cambium layer and corresponded to *Runx2*-expressing osteogenic cells (Figure 4—figure supplement 1A–C). 

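Over the stromal nuclei, meaning the SSPC-like, fibroblast-like, IIFC-like, osteoblast-like and chondrocyte-like populations together, Postn amounted to 165 and 106 CPM in the uninjured libraries and to 889.8 and 1374 in the day 3 libraries. It reached 3242 at day 5 and 929.7 at day 7. The change from uninjured to day 3 was a log2 fold change of 3.05 (standard error 0.412, adjusted p = 1.8e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in both day 3 libraries). In IIFC-like nuclei Postn rose from 432 and 1582 CPM at day 3 to 4533 at day 5 and was 1401 at day 7, while the uninjured libraries held a single UMI in their 29 IIFC-like nuclei. In fibroblast-like nuclei the values were 0 and 8.86 in the uninjured libraries, 1165 and 1341 at day 3, 3208 at day 5 and 1348 at day 7. SSPC-like nuclei of days 5 and 7 had 1639 and 1262. The corresponding values were 1023 and 640 in osteoblast-like, 1215 and 162 in chondrocyte-like and 164 and 79.7 in endothelial-like nuclei.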

Although *Postn* expression was weak in uninjured periosteum, *Postn* expression was strongly increased in response to fracture, specifically in IIFCs (Figure 4—figure supplement 1D and E). At day 3 post-fracture, we observed periosteal thickening and the formation of a fibrous hematoma (Figure 4C). We did not detect *Pi16*-expressing SPPCs, consistent with the absence of cells expressing SSPC markers in the day 3 snRNAseq dataset compared to uninjured periosteum (Figure 4—figure supplement 2). 

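In the snRNAseq data the stromal nuclei of the uninjured libraries held 192 Pi16 UMIs of 127630 and 521 of 1240240, and those of the day 3 libraries held 5 of 369757 and 55 of 1753193. At 500 UMIs per nucleus, 35.2 and 14.6% of uninjured and 0 and 1.18% of day 3 stromal nuclei had a Pi16 UMI. Immune nuclei should lack the gene, and at day 3 their shares were 0.709 and 1.13% (median depth over all libraries 2055 UMIs in immune-like and 2614 in stromal nuclei), so the day 3 stromal share was at the background of free RNA. Counts were summed per library over stromal nuclei and tested with edgeR's quasi-likelihood test, which covered 9219 genes and found 318 higher and 458 lower at day 3 at an adjusted p under 0.05. With no filter on low counts 558 genes were higher, the largest change in this number under any alternative. Pi16 had a log2 fold change of -5.36 (standard error 0.646, adjusted p = 9.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Dpp4 one of -5.05 (adjusted p = 2.8e-04), lower in both day 3 libraries. Cd34 changed by -4.06 (adjusted p = 2.8e-04) and Ly6a by -2.89 (adjusted p = 3.9e-03) in the edgeR quasi-likelihood test. Without uninjured replicate 1 the change of Pi16 was -4.20, and without day 3 replicate 2 that of Ly6a was -2.34 and the pooled ratio of Dpp4, with 1 UMI left at day 3, was 153 (counting interval 27.3 to 6043). All 4 genes of the stem/progenitor list were lower, also when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The pooled ratio of uninjured to day 3 UMIs was 18.4 (counting interval 14.2 to 24.4) for Pi16 and 27.4 (19.2 to 40.5) for Dpp4. With a library left out, the Pi16 ratio ran from 14.9 without uninjured replicate 1 to 53.2 without uninjured replicate 2. The latter lies outside the counting interval, which does not cover differences between libraries. Over all nuclei of a library in place of the stromal nuclei the change of Dpp4 was -1.51 (adjusted p = 0.434 from edgeR's quasi-likelihood test), no longer past the threshold.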

POSTN^+^ IIFCs and immune cells were the main populations present in hematoma and activated periosteum. Few IIFCs in the activated periosteum expressed SOX9 and OSX and only the periosteum was vascularized (Figure 4D). At days 5 and 7 post-fracture, the callus was formed mainly of fibrotic tissue, new bone formed on the periosteal surface at the periphery of the callus and small cartilage islets were detected in the center of the callus near the periosteal surface (Figure 4E–H). The fibrotic tissue contained mostly IIFCs, as well as immune and endothelial cells. We also observed SOX9^+^ and OSX^+^ cells in the fibrotic tissue, while the cartilage was solely composed of SOX9^+^ chondrocytes. OSX^+^ osteoblasts were the main cell population detected in the new bone at the periosteal surface. We also observed a progressive reduction of POSTN^+^ cells and immune cells from days 5 to 7 and increased vascularization in the newly formed bone (Figure 4E–H).

**Figure 4.**
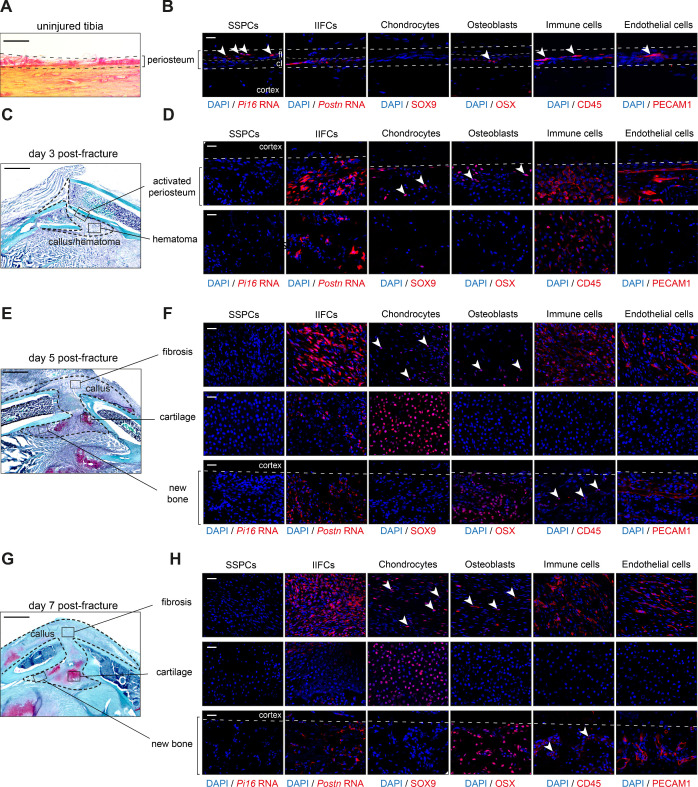
Cellular organization of the fracture callus. (**A**) Picrosirius staining of the uninjured periosteum. (**B**) Immunofluorescence and RNAscope on adjacent sections show the presence of SSPCs (*Pi16*-expressing cells) in the fibrous layer (fl), *Postn*-expressing cells in the cambium layer (cl), OSX^+^ osteoblasts, immune cells (CD45^+^), and endothelial cells (PECAM1^+^) in the periosteum (n = 3 per group). (**C**) Safranin’O staining of longitudinal callus sections at day 3 post-tibial fracture. (**D**) Immunofluorescence and RNAscope on adjacent sections show absence of skeletal stem/progenitor cells (SSPCs) (*Pi16*^+^), and presence of IIFCs (*Postn*^+^) and immune cells (CD45^+^) in the activated periosteum and hematoma at day 3 post-fracture. Chondrocytes (SOX9^+^, white arrowhead), osteoblasts (OSX^+^,white arrowhead), immune cells (CD45^+^), and endothelial cells (PECAM1^+^) are detected in the activated periosteum (n = 3 per group). (**E**) Safranin’O staining of longitudinal callus sections at day 5 post-tibial fracture. (**F**) Immunofluorescence and RNAscope on adjacent sections show injury-induced fibrogenic cells (IIFCs) (*Postn*^+^), chondrocytes (SOX9^+^, white arrowhead), osteoblasts (OSX^+^, white arrowhead), immune cells (CD45^+^), and endothelial cells (PECAM1^+^) in the fibrosis, chondrocytes (SOX9^+^) in the cartilage and osteoblasts (OSX^+^), immune cells (CD45^+^,white arrowhead), and endothelial cells (PECAM1^+^) in the new bone (n = 3 per group). (**G**) Safranin’O staining of longitudinal callus sections at day 7 post-tibial fracture. (**H**) Immunofluorescence and RNAscope on adjacent sections show IIFCs (*Postn*^+^), chondrocytes (SOX9^+^, white arrowhead), osteoblasts (OSX^+^, white arrowhead), immune cells (CD45^+^), and endothelial cells (PECAM1^+^) in the fibrosis, chondrocytes (SOX9^+^) in the cartilage and osteoblasts (OSX^+^), immune cells (CD45^+^, white arrowhead), and endothelial cells (PECAM1^+^) in the new bone (n = 3 per group). Scale bars: (A–B–E) 1 mm, (B–D–F) 100 µm.

**Figure 4—figure supplement 1.**
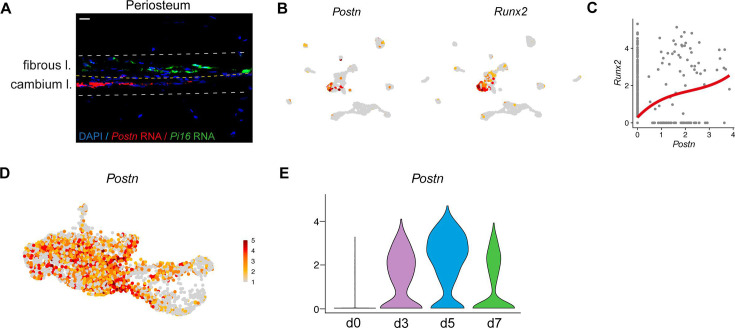
Periosteal skeletal stem/progenitor cells do not express *Postn*. (**A**) RNAscope experiment showing the presence of *Postn* expressing cells in the inner cambium layer (cambium l.) of the periosteum and *Pi16*-expressing cells in the fibrous layer (fibrous l.). (**B**) Feature plots of *Postn* and *Runx2* expression in the uninjured periosteum. (C) Scatter plot of *Runx2* and *Postn* expression in the uninjured periosteum dataset showing that *Postn* is mostly expressed by cells expressing *Runx2*. (**D**) Feature plot of *Postn* expression in the subset of SSPCs, injury-induced fibrogenic cells (IIFCs), osteogenic and chondrogenic cells from Figure 5B. (**E**) Violin plot of *Postn* expression per time point.

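In the uninjured libraries the 83 SSPC-like nuclei held 55 Postn UMIs, or 137 CPM (104 to 179, exact Poisson 95% interval), with 17 UMIs from replicate 1 and 38 from replicate 2. At 500 UMIs per nucleus 6.02% of SSPC-like nuclei had a Postn UMI, and no pericyte/SMC-like nucleus of the 123 had any, at median depths of 3201 and 2960 UMIs. The level in pericyte/SMC-like nuclei without thinning was 52.6 CPM (34.4 to 77.1). In the Pi16+ subcluster Postn reached 135 CPM, against 316 in the osteogenic and 9.31 in the Csmd1+ subcluster.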

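Of 107 uninjured nuclei with a Postn UMI, 53 also had a Runx2 UMI, or 49.5% (95% Clopper-Pearson interval 39.7 to 59.4), against 15.6% (13.5 to 17.9) of nuclei without Postn. The nuclei with Postn were deeper, at a median of 3277 against 2431 UMIs. By library the share was 3 of 14 nuclei, 21.4%, in replicate 1 and 50 of 93 nuclei, 53.8%, in replicate 2. Nuclei with Runx2 held 54.4% of the 250 Postn UMIs, 13.6% in replicate 1 and 58.3% in replicate 2, and osteoblast-like nuclei held 48.8%.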

**Figure 4—figure supplement 2.**
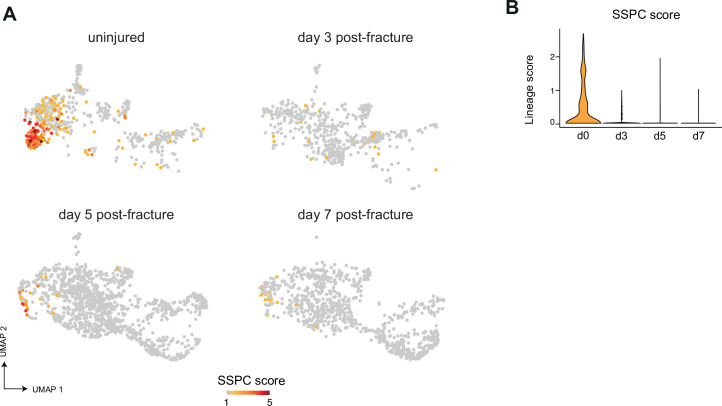
Absence of skeletal stem/progenitor cells in the injured periosteum. (**A**) Feature plot of SSPC lineage score in the subset of SSPCs, injury-induced fibrogenic cells (IIFCs), osteoblasts, and chondrocytes separated by time point from Figure 5B. (**B**) Violin plot of SSPC lineage score by time point.

### Periosteal SSPCs differentiate via an injury-induced fibrogenic stage

To understand the differentiation and fate of pSSPCs after fracture, we analyzed the subset of SSPC, IIFC, chondrocyte, and osteoblast clusters from the combined fracture dataset (Figure 5A, Figure 5—figure supplement 1). We performed pseudotime analyses to determine the differentiation trajectories, defining the starting point in the pSSPC population, as it corresponds to the uninjured and undifferentiated cells. We identified that pSSPCs differentiate in three stages starting from the pSSPC population (expressing *Ly6a*, *Pi16,* and *Cd34*), predominant in the uninjured dataset (Figure 5B and C). 

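Stromal nuclei numbered between 88 in uninjured replicate 1 and 1079 at day 5. Each nucleus was scored by the mean log-normalized expression of a gene list at 500 UMIs per nucleus, with the lists of Supplementary file 1. The stem/progenitor score (Pi16, Ly6a, Dpp4, Cd34) was 0.553 and 0.389 in the uninjured and 0.0277 and 0.0340 in the day 3 libraries, 0.0198 at day 5 and 0.0145 at day 7. The change from uninjured to day 3, -0.440, exceeded the spread between replicates and moved most with 1000 UMIs per nucleus, to -0.697. By population the score was 0.717 in SSPC-like, 0.123 in fibroblast-like, 0.0145 in IIFC-like, 0.00834 in osteoblast-like and 0.00280 in chondrocyte-like nuclei (means of libraries with at least 20 such nuclei). The SSPC-like mean had an SD of 0.612 over 4 libraries, and it mixes both uninjured libraries with days 5 and 7. Ly6a in SSPC-like nuclei was at 233 CPM in uninjured, and at 48.0 and 51.9 at days 5 and 7, on 7 and 3 UMIs. Diffusion pseudotime was rooted at the uninjured nucleus with the highest stem/progenitor score and computed on components without the score genes. Its median was lowest in SSPC-like nuclei, with a mean of 0.151 over 4 libraries (0.0802 to 0.209), followed by 0.311 in fibroblast-like nuclei (0.2998 to 0.323). The root and the SSPC-like name both rest on the stem/progenitor genes, so this lowest place was largely fixed in advance. Populations were named from genes of these lists, so a high score of a population on its own list was partly fixed as well.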

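The fibrogenic score (Postn, Aspn, Col3a1, Col5a1, Col8a1) of stromal nuclei was 0.396 and 0.633 in the uninjured libraries, 0.768 and 1.29 in the day 3 libraries, 1.37 at day 5 and 0.706 at day 7. The difference between day 3 and uninjured was 0.517, and it was 0.254 without day 3 replicate 2 and 0.779 without day 3 replicate 1. The score averaged 1.19 ± 0.491 (SD, n = 4 libraries) in IIFC-like, 0.947 ± 0.433 (n = 6) in fibroblast-like and 0.726 ± 0.245 (n = 4) in SSPC-like nuclei. Both uninjured libraries enter the fibroblast-like and SSPC-like but not the IIFC-like mean, and the difference between IIFC-like and fibroblast-like nuclei was smaller than the SD of either. Median pseudotime of IIFC-like nuclei averaged 0.346 (0.330 to 0.361 over libraries).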

Periosteal SSPCs then transition through an injury-induced fibrogenic stage predominant at days 3 and 5 post-injury. In this intermediate fibrogenic stage, IIFCs express high levels of extracellular matrix genes, such as *Postn*, *Aspn,* and collagens. 

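In the stromal nuclei, Aspn amounted to 217 ± 239.9 CPM in the uninjured and 212 ± 196 in the day 3 libraries (SD, n = 2 each), 616 at day 5 and 352 at day 7. Col3a1 rose from 1376 ± 693 to 2807 ± 1506 and was 2349.8 at day 5 and 1024 at day 7, and Col12a1 rose from 347 ± 159 to 702 ± 113, with 1889 at day 5 and 1338 at day 7. Col5a1 was 459 ± 37.3 in uninjured, 894 ± 55.6 at day 3, 594 at day 5 and 509 at day 7. Of the 5 genes of the fibrogenic list, 4 had a positive log2 fold change at day 3, with a median of 0.93, and Postn alone was past the threshold of edgeR's quasi-likelihood test, also when adjusted over the list alone. Leaving out day 3 replicate 2 took the change of Col8a1 from 0.94 to -0.03, and without uninjured replicate 2 the change of Aspn went from -0.30 to 2.15. Col3a1 and Col12a1 then changed by 1.64 and 1.60 instead of 0.91 each. Over 15 matrix genes 11 were positive, with a median of 0.86, and 2 were called higher and 1 lower, the same counts as when adjusted over the list alone. The matrix score rose from 0.353 and 0.409 in the uninjured to 0.498 and 0.727 in the day 3 libraries and to 0.828 at day 5, and was 0.505 at day 7.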

Subsequently, IIFCs differentiate into chondrocytes (expressing *Acan*, *Col2a1,* and *Sox9*) or osteoblasts (expressing *Sp7*, *Alpl,* and *Ibsp*), both predominant at days 5 and 7 (Figure 5B and C). 

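Acan (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099) amounted to 33.4 ± 41.5 CPM of stromal nuclei in the uninjured and 32.1 ± 11.0 in the day 3 libraries (SD, n = 2 each), 645 at day 5 and 932 at day 7. Col2a1 was 13.0 ± 14.9, 13.1 ± 18.6, 720.1 and 1650.1 in the same order, and Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) was 10.7 ± 7.09, 53.4 ± 33.4, 122 and 94.2. Of the osteoblast genes, Sp7 was 20.3 ± 6.59, 48.4 ± 3.39, 62.1 and 41.1, Alpl was 35.7 ± 28.3, 70.8 ± 0.694, 129.7 and 225, and Ibsp (ENSMUSG00000029306, chromosome 5 from 104299171 to 104311469) was 25.1 ± 2.19, 101 ± 36.0, 216 and 93.6. At day 3 Sox9 (log2 fold change 2.79, adjusted p = 0.0394) and Ibsp (1.89, adjusted p = 0.0272) were past the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each was also the only gene of the 3 tested on its list to pass when adjusted over the list alone, with medians of 1.32 for the chondrogenic and 1.02 for the osteogenic list. The chondrogenic score was 0.0410 and 0.0152 in the uninjured, 0.0346 and 0.0769 in the day 3, 0.322 in the day 5 and 0.558 in the day 7 library. The osteogenic score was 0.0232 and 0.0836 in the uninjured, 0.0371 and 0.0620 in the day 3, 0.130 in the day 5 and 0.101 in the day 7 library. Pseudotime medians averaged 0.649 in osteoblast-like nuclei (0.585 to 0.709 over libraries) and 0.707 in chondrocyte-like nuclei (0.686 to 0.729).

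**Figure D3:**
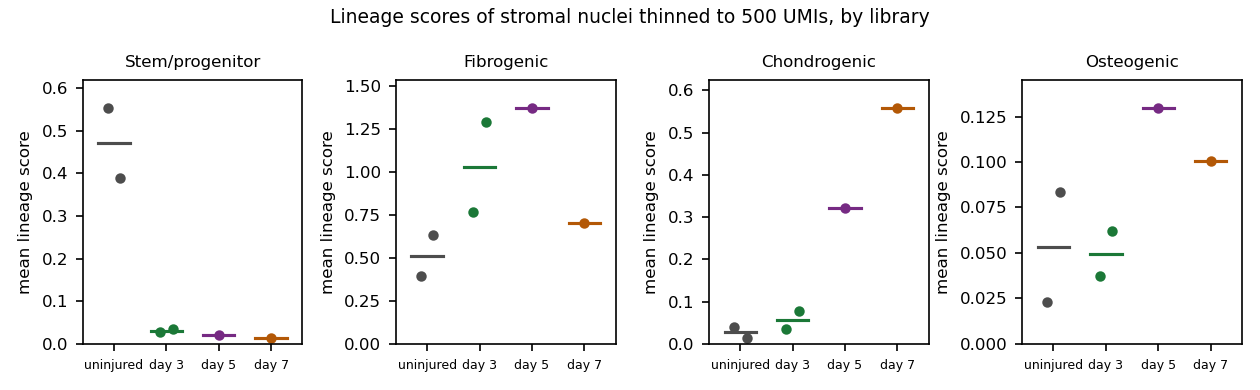
Mean lineage score of stromal nuclei at 500 UMIs per nucleus for the stem/progenitor, fibrogenic, chondrogenic and osteogenic gene lists, by time point; points are libraries and lines give the mean of the libraries of a time point. The fibrogenic score is highest at day 5, at 1.37, and the chondrogenic score at day 7, at 0.558.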

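Median pseudotime of stromal nuclei was 0.297 and 0.311 in the uninjured libraries, 0.318 and 0.320 in the day 3 libraries, 0.359 at day 5 and 0.385 at day 7. The difference between day 3 and uninjured, 0.0152, was larger than the SD of 0.0102 between the uninjured replicates and of 0.00171 between the day 3 replicates, and it was 0.00804 without uninjured replicate 1. Clustering without integration moved it most, to 0.112. The quartiles were 0.164 to 0.321 and 0.273 to 0.487 in the uninjured libraries, 0.303 to 0.333 and 0.302 to 0.357 in the day 3 libraries, 0.331 to 0.509 at day 5 and 0.335 to 0.652 at day 7. In 2 of the alternative settings day 7 did not exceed day 5, with medians of 0.488 and 0.499 without integration and 0.273 and 0.282 with the limit of 5% mitochondrial UMIs and no ribosomal limit. The difference between day 3 and uninjured was smaller than the SD between the uninjured replicates in some settings. With marker genes kept the uninjured and day 3 means were 0.271 and 0.287 (uninjured SD 0.0249). With the 5% mitochondrial limit they were 0.221 and 0.228 (0.0123), and with doublets removed 0.271 and 0.281 (0.0107). In the remaining settings it was larger than that SD. Diffusion pseudotime was used in place of monocle3.

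**Figure D4:**
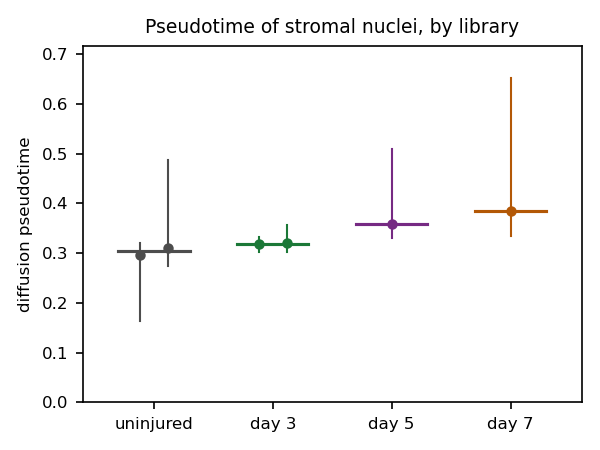
Median diffusion pseudotime (no unit) of the stromal nuclei of each library in the uninjured periosteum and at days 3, 5 and 7 post-fracture, with bars from the lower to the upper quartile and horizontal lines at the mean of the libraries of a time point. The medians run from 0.297 in uninjured replicate 1 to 0.385 at day 7.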

We observed a parallel between pseudotime and the time points of the dataset, confirming that the differentiation trajectory follows the timing of cell differentiation (Figure 5D). These results show that pSSPCs respond to fracture via an injury-induced fibrogenic stage common to chondrogenesis and osteogenesis and independent of their final fate (Figure 5E). 

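The stromal nuclei of all libraries were split along pseudotime into 5 groups of equal size, of 517 to 519 scored nuclei, with median pseudotimes of 0.266, 0.322, 0.349, 0.451 and 0.762. The stem/progenitor score was 0.323 in the first group, 0.0584 in the second and 0.0109 in the third. Because the root was chosen by this score, its fall along the groups was partly fixed in advance. The fibrogenic score was 0.958, 1.18, 1.44, 1.19 and 0.352 along the 5 groups. The chondrogenic score rose from 0.0309 in the first to 0.133 in the third and 0.936 in the last group, and the osteogenic score from 0.00942 to 0.0153 and 0.358. These groups mix libraries of unequal size, so they order nuclei and do not compare time points. From its pseudotime, the stages predominant at each time point and the parallel between them, the paper concludes that periosteal SSPCs pass through a shared fibrogenic stage before either fate.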

To visualize the transition of IIFCs toward chondrocytes and osteoblasts in the fracture callus, we performed co-immunofluorescence on day 5 post-fracture hematoma/callus. We observed a progressive increase in SOX9 and OSX signals in IIFCs at the fibrosis-to-cartilage and fibrosis-to-bone transition zones, respectively (Figure 6A). To functionally validate the steps of pSSPC activation, we isolated SCA1^+^ GFP^+^ pSSPCs from *Prrx1^Cre^; R26^mTmG^* mice, excluding endothelial cells (SCA1^+^GFP^-^) and pericytes (SCA1^-^GFP^+^), and grafted them at the fracture site of wild-type hosts (Figure 6B, Figure 6—figure supplement 1). We observed that grafted GFP^+^ pSSPCs formed POSTN^+^ IIFCs at day 5 post-fracture (Figure 6B). Then, we isolated IIFCs, which correspond to GFP^+^ CD146^-^ cells from the day 3 post-fracture callus of *Prrx1^Cre^; R26^mTmG^* mice without contamination by pericytes (GFP^+^CD146^+^ cells) (Figure 6C, Figure 6—figure supplement 1). We grafted the GFP+ IIFCs at the fracture site of wild-type hosts and showed that grafted cells formed bone and cartilage at day 14 post-fracture. These results confirmed that pSSPCs first become IIFCs that differentiate into osteoblasts and chondrocytes.

**Figure 5.**
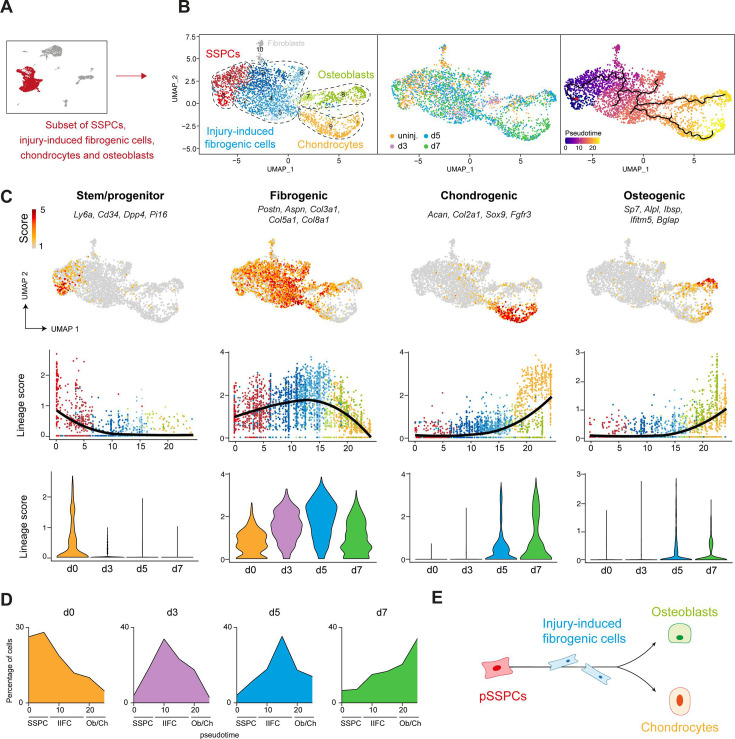
Periosteal skeletal stem/progenitor cells activate through a common fibrogenic state prior to undergoing osteogenesis or chondrogenesis. (**A**) SSPCs, injury-induced fibrogenic cells (IIFCs), chondrocytes, and osteoblasts from integrated uninjured, day 3, 5, and 7 post-fracture samples were extracted for a subset analysis. (**B**) UMAP of color-coded clustering (left), color-coded sampling (middle), and monocle pseudotime trajectory (right) of the subset dataset. The four populations are delimited by black dashed lines. (**C**) (Top) Feature plots of the stem/progenitor, fibrogenic, chondrogenic, and osteogenic lineage scores. (Middle) Scatter plot of the lineage scores along pseudotime. (Bottom) Violin plot of the lineage scores per time point. (**D**) Distribution of the cells along the pseudotime per time point. (**E**) Schematic representation of the differentiation trajectories of pSSPCs after fracture.

**Figure 5—figure supplement 1.**
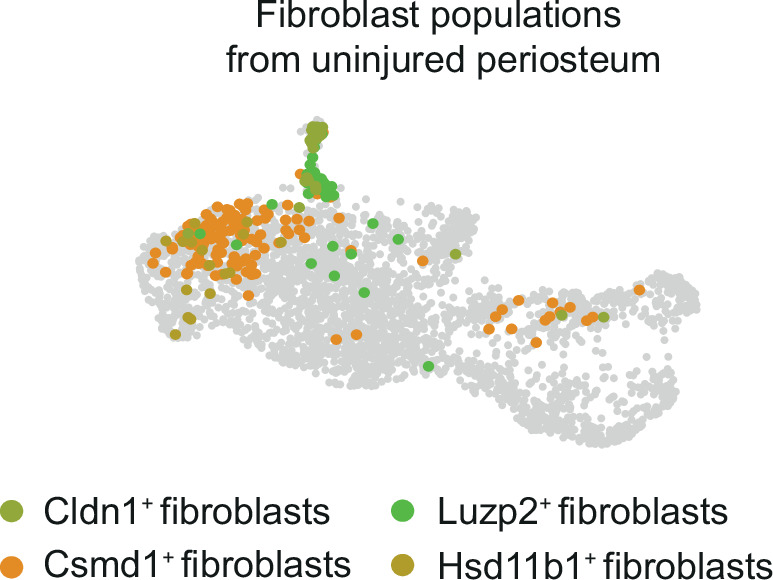
UMAP highlighting the distribution of periosteal fibroblasts in the combined fracture dataset.

**Figure 6.**
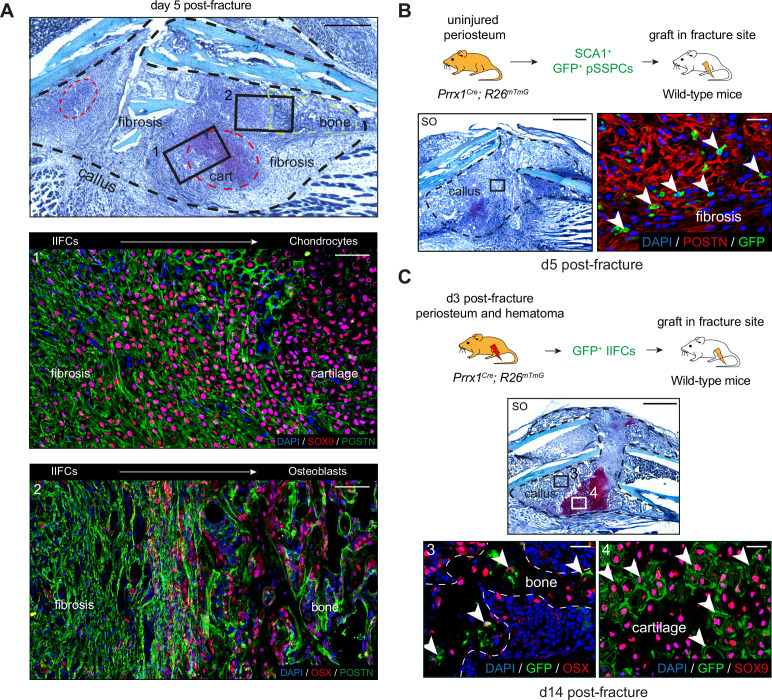
In vivo validation of periosteal skeletal stem/progenitor cell differentiation trajectories. (**A**) (Top) Representative Safranin’O staining on longitudinal sections of the hematoma/callus at day 5 post-fracture. The callus is composed of fibrosis, cartilage (red dashed line), and bone (green dashed line). (Middle, box 1) Immunofluorescence on adjacent section shows decreased expression of POSTN (green) and increased expression of SOX9 (red) in the fibrosis-to-cartilage transition zone. (Bottom, box 2) Immunofluorescence on adjacent section shows decreased expression of POSTN (green) and increased expression of OSX (red) in the fibrosis-to-bone transition zone (n = 3 per group). (**B**) Experimental design: GFP^+^ SCA1^+^ SSPCs were isolated from uninjured tibia of *Prrx1^Cre^; R26^mTmG^* mice and grafted at the fracture site of wild-type mice. Safranin’O staining of callus sections at day 5 post-fracture and high magnification of POSTN immunofluorescence of adjacent section showing that grafted GFP^+^ SSPCs contribute to the callus and differentiate into POSTN^+^ IIFCS (white arrowheads) (n = 4 per group). (**C**) Experimental design: GFP^+^ IIFCs from periosteum and hematoma at day 3 post-fracture tibia were isolated from *Prrx1^Cre^; R26^mTmG^* mice and grafted at the fracture site of wild-type mice. Safranin’O of callus sections at day 14 post-fracture and high magnification of OSX and SOX9 immunofluorescence of adjacent sections showing that grafted GFP^+^ injury-induced fibrogenic cells (IIFCs) contribute to the callus and differentiate into OSX^+^ osteoblasts (box 3, white arrowheads) and SOX9^+^ chondrocytes (box 4, white arrowheads) (n = 4 per group). Scale bars: low magnification: (**A**) 500 µm; (**B**, **C**) 1 mm. High magnification: 100 µm.

**Figure 6—figure supplement 1.**
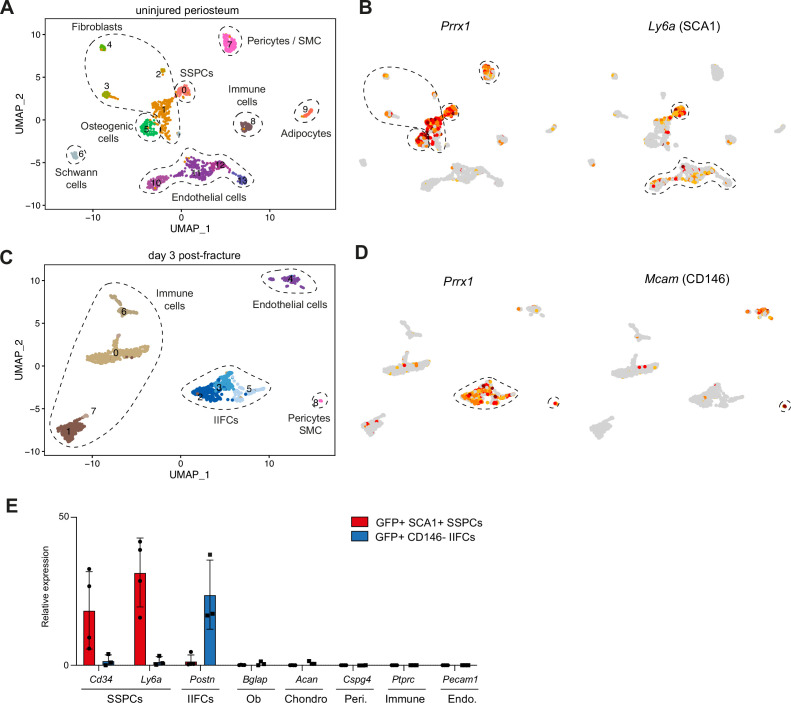
Validation of skeletal stem/progenitor cell (SSPC) and injury-induced fibrogenic cell (IIFC) sorting strategies. (**A**) UMAP of the clustering of the uninjured periosteum. (**B**) Feature plots of *Prrx1* and *Ly6a* expression in the uninjured dataset. (**C**) UMAP of the clustering of the day 3 post-fracture periosteum and hematoma. (**D**) Feature plots of *Prrx1* and *Mcam* (CD146) expression in the day 3 post-fracture periosteum and hematoma dataset. (**E**) Relative expression of cell population markers by GFP^+^ SCA1^+^ SSPCs from uninjured periosteum (n = 4) and GFP^+^ CD146^-^ IIFCs from day 3 post-fracture periosteum and hematoma (n = 3).

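Expression of the genes used for sorting was taken from the nuclei of the combined clustering. In the uninjured periosteum Prrx1 amounted to 1214 CPM in SSPC-like, 1496 in fibroblast-like, 493 in pericyte/SMC-like, 62.6 in immune-like and 16.7 in endothelial-like nuclei. Ly6a was 233 in SSPC-like, 182 in fibroblast-like, 119 in endothelial-like and 16.1 in pericyte/SMC-like nuclei. At day 3 Prrx1 was 447 in IIFC-like (108 nuclei), 586 in fibroblast-like, 799 in osteoblast-like, 50.8 in endothelial-like and 28.1 in immune-like nuclei. Mcam was 14.0 in IIFC-like, 6.30 in fibroblast-like, 8.20 in immune-like and 244 in endothelial-like nuclei at day 3.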

### Characterization of injury-induced fibrogenic cells

We performed in-depth analyses of the newly identified IIFC population. Gene Ontology (GO) analyses of upregulated genes in IIFCs (clusters 2–6) showed enrichment in GOs related to tissue development, extracellular matrix (ECM), and ossification (Figure 7A). We identified several ECM-related genes specifically upregulated in IIFCs, including collagens (*Col3a1, Col5a1, Col8a1, Col12a1*), *Postn*, and *Aspn* (Figure 7B and C, Figure 7—figure supplement 1). 

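Over libraries with at least 20 nuclei of a population, Col3a1 averaged 2504 ± 1238 CPM (SD, n = 4 libraries) in IIFC-like and 2179 ± 975 in fibroblast-like nuclei (n = 6), and Col5a1 949 ± 227 and 583 ± 199. The IIFC-like means rest on the 4 post-fracture libraries, whereas the fibroblast-like means also take in both uninjured libraries, so that these averages do not rank the populations on the same libraries. Col8a1 averaged 1261 ± 1183 in IIFC-like, 862 ± 674 in pericyte/SMC-like and 768 ± 564 in fibroblast-like nuclei. Aspn averaged 396 ± 317, 379 ± 198 and 369 ± 304 in IIFC-like, osteoblast-like and fibroblast-like nuclei. The means of these genes were 1907 for Col8a1 and 569 for Aspn in the unnamed cluster led by tendon-associated genes. Col12a1 averaged 2534 ± 294 in osteoblast-like, 1609 ± 779 in chondrocyte-like and 1379.6 ± 862 in IIFC-like nuclei.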

We also identified GO terms related to cell signaling, migration, differentiation, and proliferation, classic hallmarks of injury response. Only a small subset of IIFCs undergo apoptosis, further supporting that IIFCs are maintained in the fracture environment giving rise to osteoblasts and chondrocytes (Figure 7—figure supplement 2). To further understand the mechanisms regulating SSPC activation and fate after injury, we performed gene regulatory network (GRN) analyses on the subset of SSPCs, IIFCs, osteoblasts, and chondrocytes using SCENIC package (Single Cell rEgulatory Network Inference and Clustering) (Aibar et al., 2017). We identified 280 activated regulons (transcription factor/TF and their target genes) in the subset dataset. We performed GRN-based tSNE clustering and identified SSPC, IIFC, chondrocyte, and osteoblast populations (Figure 7D and E, Figure 7—figure supplement 3A). 

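The cluster led by Tenm2, Luzp2 and Ntng1, of 116 nuclei, was closest to the fibroblast-like population and formed a cluster of its own. Its share of the nuclei of a library was 6.37% in uninjured (mean of 2 libraries), 0.436% at day 3, 0.909% at day 5 and 0.634% at day 7. Over all nuclei of a library, Luzp2 fell from 253 CPM in uninjured to 1.77 at day 3, 18.4 at day 5 and 6.33 at day 7. Cldn1 fell from 21.0 to 1.67, 3.73 and 2.92. Hsd11b1 was at 6.52, 10.2, 1.93 and 0.973.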

Fibroblasts from uninjured periosteum (*Hsd11b1^+^, Cldn1^+^*, and *Luzp2^+^* cells and corresponding to cluster 10 of Figure 5B) clustered separately from the other populations, suggesting the absence of their contribution to bone healing. Analysis of the number of activated regulons per cell indicated that SSPCs are the most stable cell population (higher number of activated regulons), while IIFCs are the less stable population, confirming their transient state (Figure 7F). We then investigated cell population-specific regulons. 

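Expression of the transcription factors was measured, without their target genes. For Hoxa10, Klf4, Pitx1, Mta3, Stat6, Fiz1 and Stat5b together, the score averaged 0.151 ± 0.0550 (SD, n = 4 libraries, both uninjured ones among them) in SSPC-like nuclei, 0.0940 in fibroblast-like, 0.0774 in IIFC-like, 0.0814 in osteoblast-like and 0.0769 in chondrocyte-like nuclei. In stromal nuclei it was 0.119 and 0.137 in the uninjured and 0.0474 and 0.0963 in the day 3 libraries. Of the 6 factors with enough counts to test, none had a positive log2 fold change at day 3, and the median was -1.02. Klf4 alone was past the threshold, over all genes tested and adjusted over the list alone (log2 fold change -3.002, adjusted p = 0.0130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By population Klf4 averaged 72.6 CPM in SSPC-like, 38.2 in fibroblast-like and 6.31 in IIFC-like nuclei, Mta3 192, 124 and 92.5, and Hoxa10 51.8, 33.3 and 21.5.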

SSPCs showed activated regulons linked to stemness, including Hoxa10 (16g), Klf4 (346g), Pitx1 (10g), and Mta3 (228g) (Leclerc et al., 2023; Nemec et al., 2017; Takahashi and Yamanaka, 2006), and immune response, including Stat6 (30g), Fiz1 (72g), and Stat5b (18g) (Chen et al., 2011; Kollmann et al., 2021; Tsuruyama et al., 2010; Figure 7G). Osteoblasts and chondrocytes display cell-specific activated regulons including Sp7 (18g) and Sox9 (77g), respectively. 

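By population, Sp7 averaged 289.9 CPM in osteoblast-like, 77.0 in chondrocyte-like and 16.7 in IIFC-like nuclei, and no UMI was counted in SSPC-like nuclei. Sox9 averaged 284 in chondrocyte-like, 45.2 in osteoblast-like, 67.8 in IIFC-like and 6.75 in SSPC-like nuclei.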

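Expression of the fibro-core transcription factors was scored, 19 of the 21 names listed matching a gene. The score was 0.287 and 0.355 in the uninjured, 0.478 and 0.584 in the day 3, 0.559 in the day 5 and 0.419 in the day 7 library. The rise of 0.210 to day 3 exceeded the SD of 0.0755 between replicates. By population it was 0.534 ± 0.0879 (SD, n = 4 libraries) in IIFC-like, 0.506 in fibroblast-like, 0.414 in SSPC-like, 0.385 in osteoblast-like and 0.304 in chondrocyte-like nuclei, where the fibroblast-like and SSPC-like but not the IIFC-like means take in the uninjured libraries. At day 3, 14 of the 19 factors had a positive log2 fold change, with a median of 1.41. Among all genes tested 7 of them were past the threshold of edgeR's quasi-likelihood test, Bach1, Bcl3, E2f3, Etv6, Junb, Pbx3 and Runx1, and 9 when adjusted over the list alone, which is not independent evidence because the list came from these samples. Pbx3 changed by 1.61 (adjusted p = 0.0321) and Meis1 by 0.63 (adjusted p = 0.554), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.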

We identified 21 regulons that we named fibro-core and that were upregulated specifically in the IIFC population (Figure 7H and I, Supplementary file 2). Several fibro-core regulons, such as Meis1 (1556g), Pbx1 (11g), Six1 (20g), and Pbx3 (188g), are known to be involved in cell differentiation during tissue development and repair (Le Grand et al., 2012; Linares et al., 2015; Rottkamp et al., 2008; Wang et al., 2023). Reactome pathway analysis showed that the most significant terms linked to IIFC-specific TFs are related to Notch signaling (Figure 7J, Supplementary file 3). 

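The score of 13 Notch pathway genes was 0.161 and 0.128 in the uninjured, 0.114 and 0.141 in the day 3, 0.122 in the day 5 and 0.122 in the day 7 library. The difference between day 3 and uninjured was -0.0173, less than the SD of 0.0232 between the uninjured replicates. It was -0.000866 without uninjured replicate 1 and -0.0337 without replicate 2, and it changed sign without thinning, to 0.0657. By population the score was 0.132 in SSPC-like, 0.132 in IIFC-like, 0.138 in osteoblast-like, 0.124 in fibroblast-like and 0.0924 in chondrocyte-like nuclei, with an SD of 0.0210 over the IIFC-like libraries, none of which is uninjured. Along the 5 groups of pseudotime it was 0.130, 0.124, 0.131, 0.130 and 0.113. Without thinning it was 0.319 in IIFC-like, 0.301 in fibroblast-like and 0.274 in SSPC-like nuclei, with SDs of 0.0612, 0.0643 and 0.0825 over libraries. None of the 12 genes tested passed the threshold at day 3 with edgeR's quasi-likelihood test, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05, while 7 were positive with a median log2 fold change of 0.16. Notch2 changed by 0.18, by -0.17 without uninjured replicate 1 and by 1.01 without replicate 2. Jag1 changed by -0.82 (adjusted p = 0.257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).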

We confirmed that Notch signaling is increased in the IIFC stage (Figure 7J), suggesting its involvement in the fibrogenic phase of bone repair.

**Figure 7.**
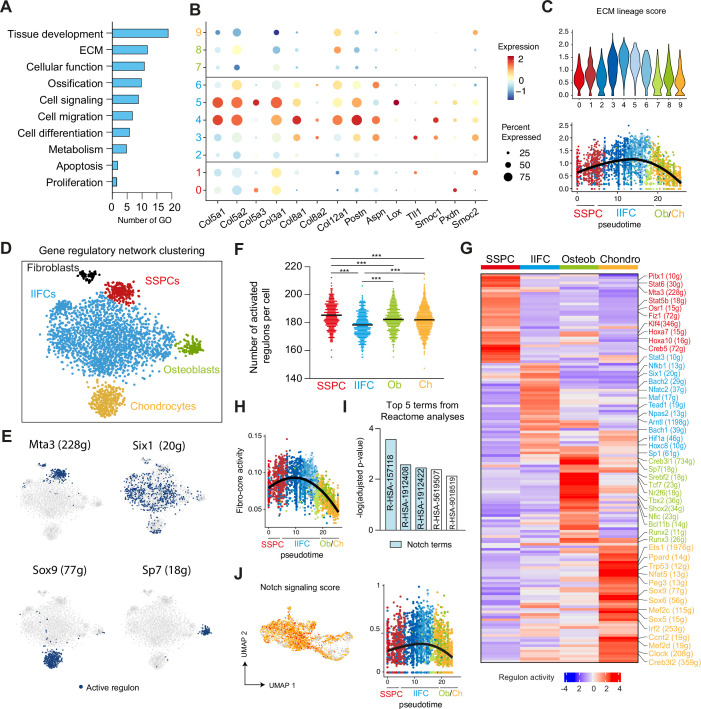
Characterization of injury-induced fibrogenic cells. (**A**) Gene Ontology analyses of upregulated genes in injury-induced fibrogenic cells (IIFCs) (clusters 2–6 of UMAP clustering from Figure 5). (**B**) Dot plot of extracellular matrix (ECM) genes in UMAP clustering from Figure 5. (**C**) Feature plot per cluster and scatter plot along pseudotime of the mean expression of ECM genes. (**D**) Gene regulatory network (GRN)-based tSNE clustering of the subset of skeletal stem/progenitor cells (SSPCs), IIFCs, chondrocytes, and osteoblasts. (**E**) Activation of Mta3, Six1, Sox9, and Sp7 regulons in SSPCs, IIFCs, chondrocytes, and osteoblasts. Blue dots mark cells with active regulon. (**F**) Number of regulons activated per cell in the SSPC, IIFC, osteoblast (Ob), and chondrocyte (Ch) populations. Statistical differences were calculated using one-way ANOVA. ***p-value<0.001. (**G**) Heatmap of activated regulons in SSPC, IIFC, osteoblast (osteob), and chondrocyte (chondro) populations. (**H**) Scatter plot of the activity of the combined fibrogenic regulons along monocle pseudotime from Figure 5. (**I**) Reactome pathway analyses of the fibrogenic regulons shows that the three most significant terms are related to Notch signaling (blue). (**J**) Feature plot in Seurat clustering and scatter plot along monocle pseudotime of the Notch signaling score.

**Figure 7—figure supplement 1.**
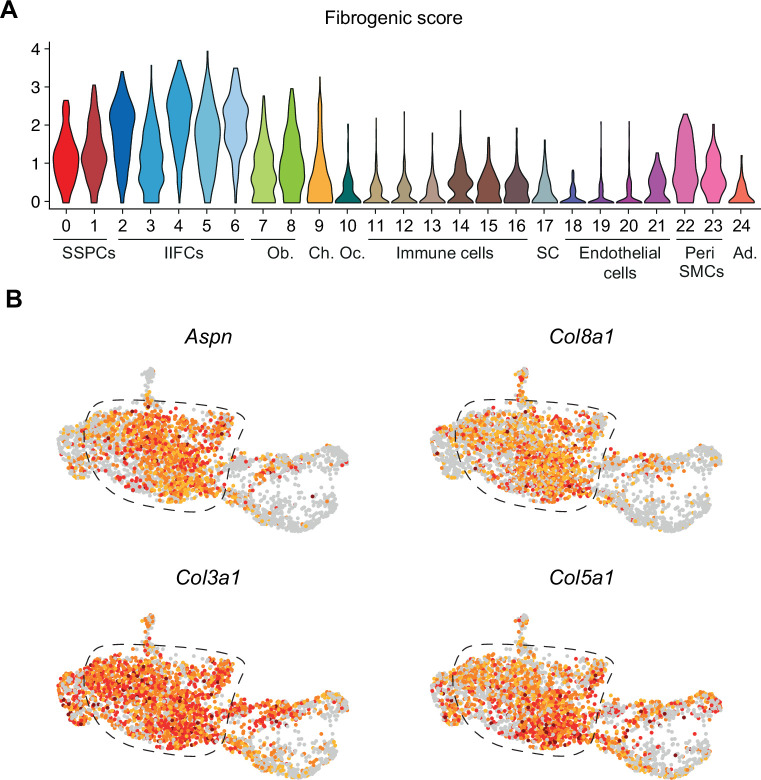
Injury-induced fibrogenic cells (IIFCs) are expressing extracellular matrix (ECM)-related genes. (**A**) Violin plot of the fibrogenic score in the integrated dataset. (**B**) Feature plots of *Aspn, Col3a1, Col5a1,* and *Col8a1* in the subset of skeletal stem/progenitor cells (SSPCs), IIFCs, osteoblasts, and chondrocytes.

**Figure 7—figure supplement 2.**
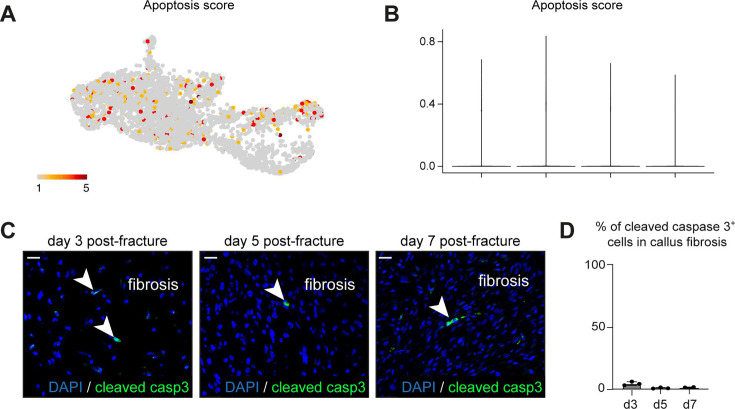
Injury-induced fibrogenic cells (IIFCs) do not undergo apoptosis. (**A**) Feature plot of the apoptosis score in the subset of skeletal stem/progenitor cells (SSPCs), IIFCs, osteoblast, and chondrocytes. (**B**) Violin plot of the apoptosis score separated by time points. (**C**) Immunofluorescence of cleaved caspase 3 in callus fibrosis at days 3, 5, and 7 post-fracture. (**D**) Percentage of cleaved caspase 3 positive cells in the fibrosis callus fibrosis at day 3 (n = 3), day 5 (n = 3), and day 7 post-fracture (n = 2).

**Figure 7—figure supplement 3.**
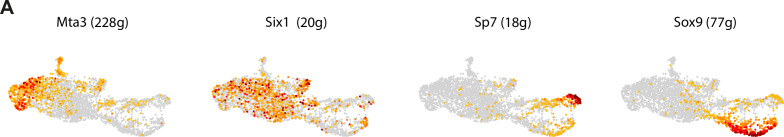
Activity of lineage specific regulons (Mta3, Six1, Sox9 and Sp7) in the UMAP Seurat clustering of SSPCs, IIFCs, chondrocytes and osteoblasts.

### Distinct gene cores regulate the engagement of IIFCs in chondrogenesis and osteogenesis

We sought to identify the drivers of the transition of IIFCs to chondrocytes or osteoblasts. We identified two cores of regulons involved in chondrogenic differentiation. 

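The chondro-core 1 list holds the factors Npas2, Hif1a, Sp1, Arntl, Bach2, Nfkb1, Maf, Tead1 and Nfatc2, and its score was 0.232 and 0.199 in the uninjured, 0.350 and 0.355 in the day 3, 0.414 in the day 5 and 0.273 in the day 7 library. Of these, Hif1a rose most, from 62.7 and 79.8 CPM in the uninjured to 389 and 550.4 in the day 3 libraries, 709 at day 5 and 447 at day 7. It was the only one of 9 past the threshold at day 3, also when adjusted over the list alone (log2 fold change 2.59, adjusted p = 2.3e-03 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For 4 of the 9 factors the uninjured libraries differed more from each other than from day 3. Arntl was at 188 CPM in uninjured replicate 1 and 13.7 in replicate 2, and Npas2 at 227 and 37.1. The chondro-core 2 score, over 14 factors, was 0.257 and 0.297 in the uninjured, 0.234 and 0.326 in the day 3, 0.434 in the day 5 and 0.558 in the day 7 library. In chondrocyte-like nuclei it averaged 0.971, against 0.398 or less in the other stromal populations. At day 3, 6 of the 14 factors were positive with a median log2 fold change of -0.17, and 1 was called higher, as was 1 when adjusted over the list alone, with 1 lower.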

Chondro-core 1 is composed of 9 regulons specific to the transition of IIFCs to chondrocytes, including Maf (17g), Arntl (1198g), and Nfatc2 (37g), and chondro-core 2, composed of 14 regulons specific to differentiated chondrocytes (Figure 8A, Figure 8—figure supplement 1A). Chondro-core 1 regulons are known to be regulators of the circadian clock (Npas2, Arntl) or of the T/B-cell receptor cellular response (Bach2, Nfact2, Nfkb1). STRING network analysis showed that TFs from the chondro-core 1 are interacting with each other and are at the center of the interactions between the chondro-core 2 TFs, including Sox9, Trp53, and Mef2c (Figure 8B, Figure 8—figure supplement 1B). 

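By population the chondro-core 1 score averaged 0.267 in SSPC-like, 0.312 in fibroblast-like, 0.385 ± 0.0764 (SD, n = 4 libraries) in IIFC-like, 0.219 in osteoblast-like and 0.274 in chondrocyte-like nuclei, where the SSPC-like and fibroblast-like but not the IIFC-like averages take in the uninjured libraries. Within the day 5 library it was 0.489 in IIFC-like nuclei, where the chondro-core 2 score was 0.358. At day 7 the IIFC-like values were 0.307 and 0.363. The change of chondro-core 1 from uninjured to day 3, 0.137, was larger than the spread between replicates.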

We observed that chondro-core 1 is only transiently activated when IIFCs are engaging in chondrogenesis and precedes the activation of chondro-core 2 (Figure 8C and D). 

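Chondrocyte-like nuclei were grouped by their Acan UMIs. At day 5 the chondro-core 1 score was 0.310 in nuclei with no Acan UMI, 0.342 with 1 or 2 and 0.310 with 3 or more (49, 66 and 21 nuclei). At day 7 it was 0.240, 0.211 and 0.203 (101, 103 and 32 nuclei). The chondro-core 2 score over the same groups was 0.874, 0.929 and 1.14 at day 5 and 0.979, 1.01 and 1.02 at day 7. Each day has a single library, so no replicate error can be given.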

Chondro-core 1 activity was high in early differentiated chondrocytes (low *Acan* expression) and progressively reduced as chondrocytes underwent differentiation, while chondro-core 2 activity was gradually increased as chondrocytes differentiate (Figure 8D). This suggests that transient activation of the chondro-core 1 allows the transition of IIFCs in chondrocytes. Then, we investigated the osteogenic commitment of IIFCs. 

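Of the 8 osteo-core factors, Tcf7, Bcl11b and Tbx2 were low in most stromal nuclei. Tcf7 averaged 48.5 CPM in osteoblast-like, 8.89 in chondrocyte-like and 2.45 in IIFC-like nuclei, and Bcl11b 17.1, 3.78 and 10.0. Tbx2 averaged 107 in osteoblast-like, 3.52 in IIFC-like and 151 in pericyte/SMC-like nuclei. Tcf7 and Bcl11b had too few counts to be tested at day 3. None of the other 6 factors passed the threshold of edgeR's quasi-likelihood test over all genes or adjusted over the list alone, 3 had an unadjusted p under 0.05, and 4 were positive with a median log2 fold change of 0.71.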

We identified eight regulons forming the osteo-core and activated in IIFCs transitioning to osteoblasts, such as Tcf7 (23g), Bcl11b (14g), and Tbx2 (36g) (Figure 8E, Figure 8—figure supplement 1C). STRING network analysis showed that the genes with the strongest interaction with the osteo-core TFs are mostly related to Wnt signaling (Figure 8F). This reveals the role of Wnt signaling in this transition from early fibrogenic activation of pSSPCs to osteogenic differentiation during bone repair. 

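The osteo-core score of stromal nuclei was 0.0764 and 0.168 in the uninjured, 0.176 and 0.188 in the day 3, 0.266 in the day 5 and 0.234 in the day 7 library. By population it was 0.0568 in SSPC-like, 0.124 in fibroblast-like, 0.204 in IIFC-like, 0.480 in osteoblast-like and 0.278 in chondrocyte-like nuclei. In IIFC-like nuclei alone it was 0.236 at day 5 and 0.212 at day 7.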

We calculated the osteo-core activity and observed that it is gradually increased and maintained in osteogenic cells, showing that the osteo-core is required for the transition and maturation of IIFC into osteoblasts (Figure 8G and H). Overall, we identified distinct cores of regulons with distinct dynamics driving the transition of IIFCs into chondrocytes and osteoblasts.

**Figure 8.**
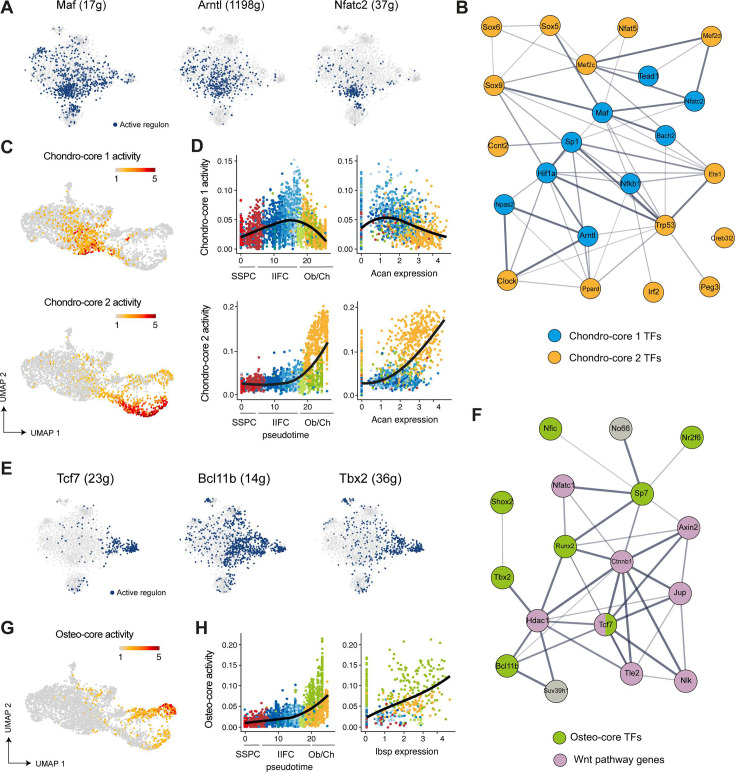
Gene regulatory network analyses identify gene cores driving fibrogenic to chondrogenic and osteogenic transitions. (**A**) Activation of Maf, Arntl, and Nfatc2 regulons in skeletal stem/progenitor cells (SSPCs), injury-induced fibrogenic cells (IIFCs), chondrocytes, and osteoblasts. (**B**) STRING interaction network of the chondro-core 1 and 2 transcription factors (blue and orange, respectively). (**C**) Feature plot of chondro-core 1 (top) and chondro-core 2 (bottom) activities in SSPCs, IIFCs, chondrocytes, and osteoblasts in Seurat UMAP from Figure 5. (**D**) Scatter plot of chondro-core 1 (top) and chondro-core 2 (bottom) activities along monocle pseudotime and *Acan* expression. (**E**) Activation of Tcf7, Bclb11b, and Tbx2 regulons in SSPCs, IIFCs, chondrocytes, and osteoblasts. (**F**) STRING interaction network of the osteo-core transcription factors (green) and their related genes shows that most of osteo-core related genes are involved in Wnt pathway (purple). (**G**) Feature plot of the osteo-core activity in SSPCs, IIFCs, chondrocytes, and osteoblasts in Seurat UMAP from Figure 5. (**H**) Scatter plot of osteo-core activity along monocle pseudotime and *Ibsp* expression.

**Figure 8—figure supplement 1.**
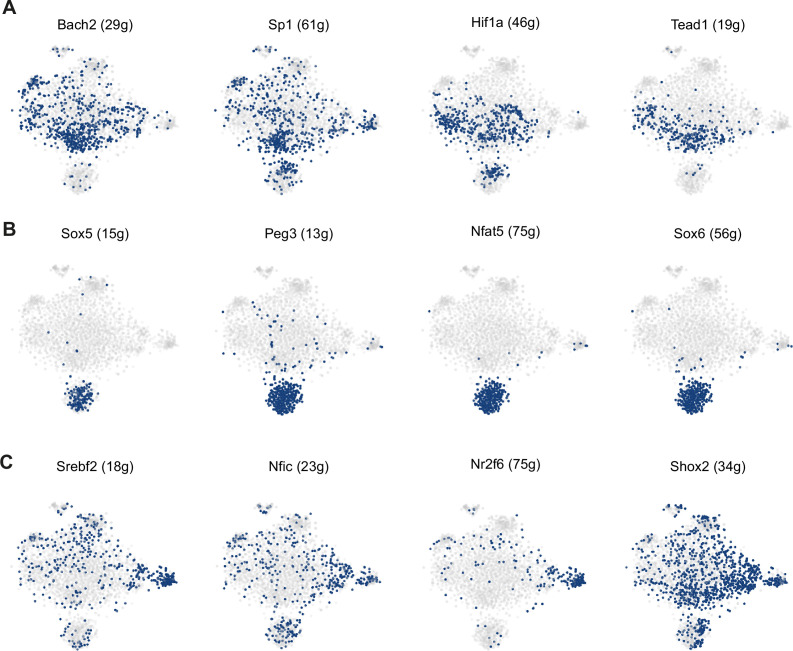
Regulon activity in the subset of skeletal stem/progenitor cells (SSPCs), injury-induced fibrogenic cells (IIFCs), osteoblasts, and chondrocytes. (**A**) Activity of chondro-core 1 regulons in SCENIC tSNE clustering of SSPCs, IIFCs, chondrocytes, and osteoblasts. (**B**) Activity of chondro-core 2 regulons in SCENIC tSNE clustering of SSPCs, IIFCs, chondrocytes, and osteoblasts. (**C**) Activity of osteo-core regulons in SCENIC tSNE clustering of SSPCs, IIFCs, chondrocytes, and osteoblasts.

### IIFCs mediate paracrine interactions during bone repair

Paracrine cell interactions are crucial drivers of tissue regeneration and stem cell activation. To identify key cell interactions during bone repair, we performed cell interaction analyses using CellChat package (Jin et al., 2021). 

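Expression of the 9 ligands and 11 receptors of Supplementary file 1 was averaged per population over the post-fracture libraries with at least 20 of its nuclei. For all nuclei after fracture, of which 18.0% were IIFC-like, the ligand score was 0.354 ± 0.115 (SD) in fibroblast-like, 0.350 ± 0.191 in IIFC-like, 0.325 in osteoblast-like and 0.283 in SSPC-like nuclei. The receptor score was 0.443 in osteoclast-like, 0.362 in pericyte/SMC-like, 0.357 in SSPC-like, 0.298 in fibroblast-like and 0.280 in IIFC-like nuclei. By these means IIFC-like nuclei were the highest of 9 populations for 3 of the 9 ligands and among the first 3 for 7. For receptors they were highest for 2 of 11 and among the first 3 for 6. The means rest on 4 libraries in IIFC-like, 3 in osteoblast-like and 2 in SSPC-like nuclei, and the IIFC-like ligand score ran from 0.134 to 0.599 between libraries, so that the ranks depend on which days enter. These values measure transcripts and not the interactions that CellChat infers.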

We observed that IIFCs are one of the predominant sources of outgoing signals during bone repair and are also important receivers of signals, suggesting their central role in mediating cell interactions after fracture (Figure 9A and B). Endothelial cells were mostly receiving signaling, while chondrocytes, osteoblasts, and most immune cells exhibited reduced interactions with the other cell types in the fracture environment. 

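Endothelial-like nuclei after fracture had a ligand score of 0.132 and a receptor score of 0.200. Chondrocyte-like nuclei had 0.200 for ligands and 0.198 for receptors, osteoblast-like nuclei 0.232 for receptors, and immune-like nuclei 0.0791 and 0.227.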

IIFCs interact with all cell populations in the fracture environment, but the strongest interactions were with SSPCs and IIFCs (Figure 9—figure supplement 1A). 

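Over all libraries, the ligand score averaged 0.256 in SSPC-like, 0.282 in fibroblast-like and 0.337 in osteoblast-like nuclei, and the receptor score 0.309, 0.274 and 0.267. These averages take in uninjured libraries and are not compared with the IIFC-like ones, which rest on the 4 post-fracture libraries.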

CellChat analyses of the subset of SSPCs, IIFCs, osteoblasts, and chondrocytes confirmed that IIFCs are a major source and receiver population of paracrine signals after fracture (Figure 9—figure supplement 1B). We then analyzed the main secreted factors from IIFCs. 

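After fracture, with means over unequal sets of libraries, IIFC-like nuclei had the highest mean of the 9 populations for Postn, with 52.9% of its UMIs, Pdgfc (466 CPM, 40.9% of UMIs) and Angptl2 (91.4, 54.6%). Tgfb2 reached 251 CPM in IIFC-like and 354 in osteoblast-like nuclei, Tgfb3 114 against 129.7 in SSPC-like nuclei, Ptn 153 against 265 in fibroblast-like nuclei and Angptl4 35.6 against 58.9 in fibroblast-like nuclei. Bmp5 and Pdgfd ranked the fifth in IIFC-like nuclei, at 202 against 334 in fibroblast-like and 145 against 848 in endothelial-like nuclei. Of the receptors, Acvr1 (457) and Ncl (129) were highest in IIFC-like nuclei, and Tgfbr1 was at 143 there and 2048 in osteoclast-like nuclei. At day 3, 6 of the 9 ligands had a positive log2 fold change in stromal nuclei, and 2 were called higher and 1 lower by edgeR's quasi-likelihood test, or 3 and 1 when adjusted over the list alone. Besides Postn, these were Ptn (log2 fold change 1.89, adjusted p = 0.0497) and Pdgfd (-2.13, adjusted p = 4.6e-03), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.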

IIFCs secreted periostin (*Postn*), BMPs (*Bmp5*), pleiotropin/PTN (*Ptn*), TGFβs (*Tgfb2*, *Tgfb3*), PDGFs (*Pdgfc*, *Pdgfd*), and angiopoietin-likes/ANGPTLs (*Angplt2, Angplt4*) (Figure 9C and D, Figure 9—figure supplement 1C). We observed differences in the dynamics of these factors as some of them peaked at day 3 post-fracture such as TGFβ, while others peak at day 5 such as BMP, POSTN, PTN, and ANGPLT (Figure 9E). 

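The TGFβ score of stromal nuclei was 0.161 and 0.240 in the uninjured, 0.228 and 0.285 in the day 3, 0.291 in the day 5 and 0.241 in the day 7 library. Day 5 exceeded the mean of day 3 by 0.0345, less than the SD of 0.0400 between the day 3 replicates, and by 0.00623 without day 3 replicate 1. The rise of 0.0561 to day 3 was 0.0164 without uninjured replicate 1. The BMP score was 0.185 and 0.325 in the uninjured, 0.370 and 0.445 in the day 3, 0.512 in the day 5 and 0.355 in the day 7 library. The POSTN score was 0.152, 0.202, 0.379, 0.549, 0.841 and 0.409 in the same order, and the ANGPTL score 0.144, 0.197, 0.106, 0.205, 0.351 and 0.217. The PTN score was 0.0519 and 0.324 in the uninjured, 0.0645 and 0.239 in the day 3, 0.419 in the day 5 and 0.286 in the day 7 library, and day 5 exceeded uninjured by 0.230, or by 0.0942 without uninjured replicate 1. The PDGF score was highest in the uninjured libraries, at 0.403 and 0.385, with 0.215 and 0.284 at day 3, 0.291 at day 5 and 0.202 at day 7. At day 3 edgeR's quasi-likelihood test called 0 of 4 BMP, 0 of 5 TGFβ and 0 of 5 ANGPTL genes, of which 1, 1 and 2 had an unadjusted p under 0.05, and the counts adjusted over the list alone were the same. Among 4 PDGF genes 1 was called lower, among 3 POSTN genes 1 higher and of 2 PTN genes 1 higher. The medians were 0.44 for BMP, -0.09 for TGFβ, 0.25 for ANGPTL, -0.54 for PDGF, 0.81 for POSTN and 0.50 for PTN.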

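The total ligand score of stromal nuclei was 0.192 and 0.200 in the uninjured, 0.209 and 0.314 in the day 3, 0.497 in the day 5 and 0.257 in the day 7 library. Day 5 exceeded uninjured by 0.301, against an SD of 0.00575 between the uninjured replicates.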

We assessed the dynamics of ligand and receptor expression and observed that ligand expression was increased during the IIFC phase and specific to the fracture response (Figure 9F). Receptor expression was high in both SSPCs and IIFCs, and receptors were expressed from steady state, suggesting that SSPCs can receive signals from IIFCs. 

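The total receptor score of stromal nuclei was 0.181 and 0.320 in the uninjured, 0.248 and 0.322 in the day 3, 0.294 in the day 5 and 0.248 in the day 7 library. The difference between day 5 and uninjured was 0.0432, less than the SD of 0.0984 between the uninjured replicates, and it was -0.0264 without uninjured replicate 1. None of the 11 receptor genes passed the threshold of edgeR's quasi-likelihood test at day 3, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05, with a median log2 fold change of -0.09.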

Analysis of SSPC incoming signals showed that IIFCs produce paracrine factors that can regulate SSPCs (Figure 9G), indicating that they contribute to SSPC recruitment after fracture.

**Figure 9.**
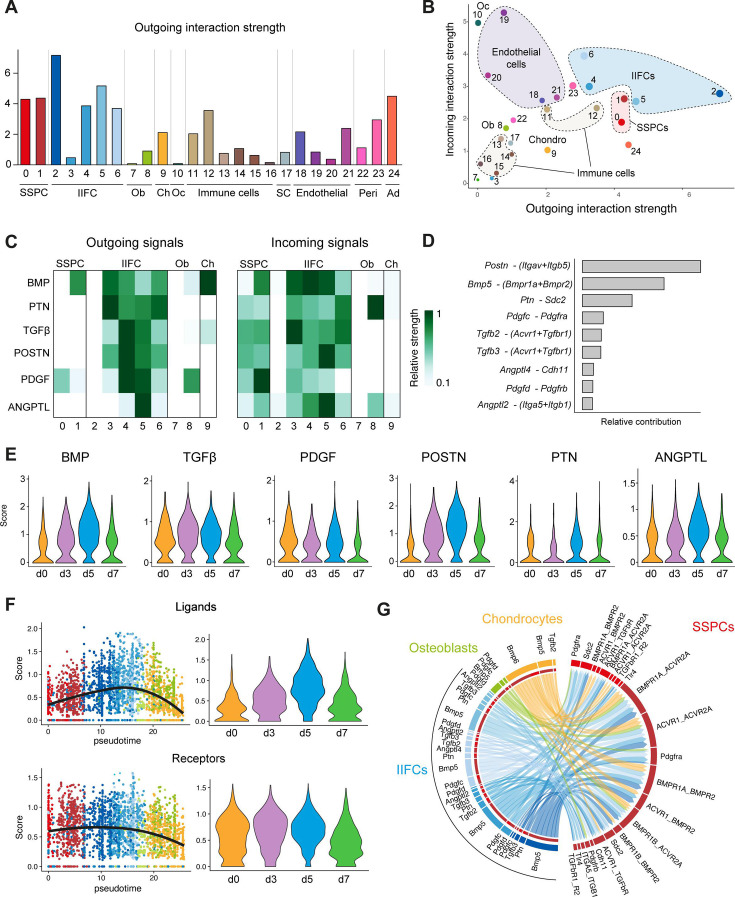
Injury-induced fibrogenic cells are the main source of paracrine factors after fracture. (**A**) Outgoing interaction strengths of the different cell populations of the fracture environment determined using CellChat package. (**B**) Comparison of incoming and outgoing interaction strengths across SSPC, IIFC, chondrogenic, and osteogenic populations. (**C**) Outgoing and incoming signaling from and to SSPCs, IIFCs, chondrocytes, and osteoblasts. (**D**) Cell–cell interactions identified between SSPCs, IIFCs, chondrocytes, and osteoblasts. (**E**) Violin plots of the score of BMP, TGFβ, PDGF, POSTN, PTN, and ANGPTL signaling per time point. (**F**) Scatter plot along pseudotime and violin plot per time point of the mean expression of the ligand and receptors involved in signaling from IIFCs. (**G**) Circle plot of the interactions between SSPCs, IIFCs, chondrocytes, and osteoblasts, showing that most signals received by SSPCs are coming for IIFCs. Ob: osteoblasts; Oc: osteoclasts; Ch: chondrocytes; SC: Schwann cells; Ad: adipocytes.

**Figure 9—figure supplement 1.**
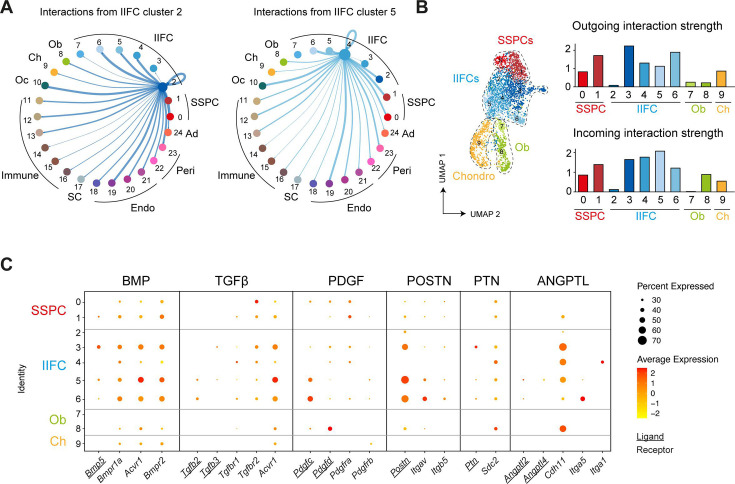
Paracrine interactions from injury-induced fibrogenic cells (IIFCs). (**A**) Circle plots showing the interaction strengths between IIFCs in clusters 2 and 5 with the other cell populations. (**B**) (Left) Feature plot of the subset of SSPCs, IIFCs, chondrocytes and osteoblasts from Figure 5. (Right) Outgoing and incoming interaction strengths of the subset of skeletal stem/progenitor cells (SSPCs), IIFCs, chondrocytes, and osteoblasts. (**C**) Dot plots of the expression of the ligands (underlined) and receptors of BMP, TGFβ, PDGF, POSTN, PTN, and ANGPTL family involved in cell–cell interactions from IIFCs after fracture.

## Discussion

The periosteum is the main driver of bone regeneration. Yet the periosteum composition and its response to bone fracture are poorly described. Here, we used single-nucleus transcriptomics to understand the heterogeneity of the periosteum at steady state and the changes occurring within the periosteum after bone fracture. We developed a protocol to extract nuclei from freshly dissected periosteum, allowing us to capture their intact transcriptomic profile without enzymatic digestion-induced stress (Machado et al., 2021; Ding et al., 2020; van den Brink et al., 2017). In addition, we performed snRNAseq without sorting specific populations, allowing the identification of all cell types located in the periosteum and the fracture environment from the early stages of repair. Our study provides the first complete fracture repair atlas, a key tool in understanding bone regeneration.

First, we described the heterogeneity of the periosteum at steady state. While previous studies performed scRNAseq on sorted periosteal cell populations, our dataset uncovers the diversity of cell populations within the periosteum. We describe fibroblast populations, as well as tissue-resident immune cells, adipocytes, and blood vessel/nerve-related cells. We identified one SSPC population of undifferentiated cells localized in the fibrous layer of the periosteum and expressing markers such as SCA1, *Dpp4,* and *Pi16,* known to mark fibroblasts with stemness potential (Buechler et al., 2021). No markers previously described such as *Ctsk* or *Gli1* were fully specific to one cell cluster and of the undifferentiated SSPC population, suggesting that these markers may label heterogeneous cell populations (Jeffery et al., 2022; Debnath et al., 2018; Matthews et al., 2021; Chan et al., 2015).

After fracture, the composition of the periosteum changes drastically, with the appearance of IIFC and immune cells from day 3 post-fracture, and of chondrocytes and osteoblasts from day 5 post-fracture. Previous studies based on in vitro analyses and in vivo lineage tracing demonstrated that the periosteum displays the unique potential to form both bone and cartilage after fracture (Duchamp de Lageneste et al., 2018; Julien et al., 2020; Debnath et al., 2018). Yet, it was still unknown if the periosteum contains a bipotent SSPC population or several SSPC populations with distinct potentials after injury. Here, we show that pSSPCs respond to injury and form bone and cartilage via a single trajectory emerging from SCA1^+^ SSPCs (Figure 10). Periosteal SCA1^+^ SSPCs become IIFCs, a state marked by a decreased expression of stemness markers and a strong expression of extracellular matrix genes, such as *Postn* and *Aspn* and activation of Notch-related TFs. Thus, bone injury does not induce an expansion of SCA1^+^ SSPCs, but rather a transition toward IIFCs that progressively expand and represent the main cell population within the fracture callus until day 7 post-fracture. Following this fibrogenic step, IIFCs do not undergo cell death but either osteogenesis or chondrogenesis. This newly identified transient IIFC state represents the crossroad of bone regeneration and SSPC differentiation (Figure 10). In tissues such as skeletal muscle, an early transient fibrogenic response is also required for regeneration supporting muscle stem cell activation and differentiation (Wosczyna et al., 2019). During bone repair, this initial fibrogenic step is an integral part of the SSPC differentiation process, and a transitional step prior to osteogenesis and chondrogenesis.

**Figure 10.**
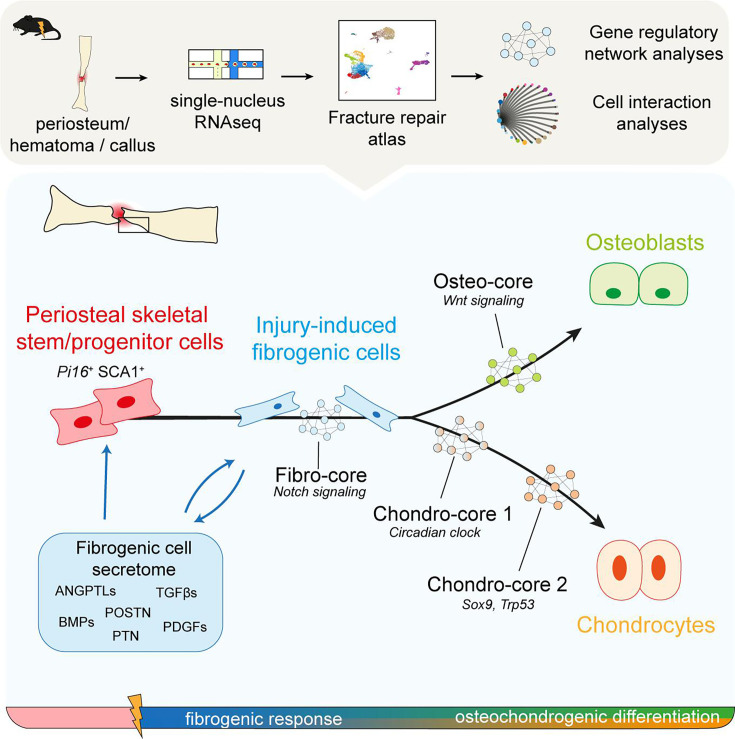
Activation and differentiation trajectories of periosteal skeletal stem/progenitor cells (SSPCs) after fracture.

GRN analyses identified TFs regulating SSPC response to fracture and involved in several cardinal signaling pathways including Notch and Wnt. Previous studies reported the role of Notch and Wnt in bone repair (Matsushita et al., 2020; Lee et al., 2021; Wang et al., 2016; Dishowitz et al., 2012; Kraus et al., 2022; Matthews et al., 2014; Novak et al., 2020; Cao et al., 2017; Minear et al., 2010b; Minear et al., 2010a; Kang et al., 2007; Komatsu et al., 2010). Notch inactivation at early stages of repair leads to bone non-union while Notch inactivation in chondrocytes and osteoblasts does not significantly affect healing, correlating with our data showing that Notch is crucial during the IIFC phase, prior to osteochondral commitment (Wang et al., 2016). Our results show that Wnt activation occurs after Notch activation and is specific to IIFCs engaging in osteogenesis, confirming its crucial role as a regulator of osteogenesis (Matsushita et al., 2020; Minear et al., 2010b; Minear et al., 2010a; Kang et al., 2007; Komatsu et al., 2010). In addition, we identified a chondro-core of nine regulons transiently activated when IIFCs engage in chondrogenesis. Among these regulons, several are involved in the autonomous circadian clock, including *Npas2* and *Arntl* (Bmal1). Bmal1 was previously shown to be a regulator of cartilage differentiation in bone development and homeostasis (Chen et al., 2020). Bmal1 inactivation leads to chondrocyte apoptosis and disruption of signaling involved in cartilage formation, including TGFβ, Ihh, HIF1α, and NFAT (Dudek et al., 2023; Dudek et al., 2016; Ma et al., 2019; Takarada et al., 2012). This suggests a role of the circadian clock genes as key regulators of chondrogenesis during bone repair. IIFCs are also revealed as crucial paracrine regulators of the fracture environment. IIFCs secrete factors including BMPs, PDGFs, TGFβs, and POSTN, known to be required for successful bone healing (Duchamp de Lageneste et al., 2018; Julien et al., 2020; Gao et al., 2019; Xia et al., 2020). These signals potentially regulate the interactions between IIFCs and all other cell types in the fracture environment, but primarily SSPCs and IIFCs themselves. Thus, IIFCs appear to contribute to the recruitment of SSPCs and promote their own maturation and differentiation.

Overall, our study provides a complete dataset of the early steps of bone regeneration. The newly identified SSPC activation pattern involves a coordinated temporal dynamic of cell phenotypes and signaling pathways after injury. IIFCs emerge as a transient cell population that plays essential roles in the initial steps of bone repair. A deeper understanding of IIFC regulation will be crucial as they represent the ideal target to enhance bone healing and potentially treat bone repair defects.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (mice)	C57BL/6ScNj	Janvier Labs		
Strain, strain background (mice)	B6.Cg-Tg(Prrx1-cre)1Cjt/J	Jackson Laboratory	IMSR_JAX:005584	
Strain, strain background (mice)	B6.129(Cg)-*Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^*/J	Jackson Laboratory	IMSR_JAX:007676	
Commercial assay or Kit	Chromium Single Cell Next GEM 3′ Library & Gel Bead Kit v.3.1	10X Genomics		
Commercial assay or Kit	RNAscope Multiplex Fluorescent Assay V2	Bio-Techne		
Antibody	Rat monoclonal to mouse SCA1	740450, BD Biosciences	RRID:AB_2740177	Dilution: 1/200
Antibody	Rabbit monoclonal to mouse SOX9	ab185230, Abcam	RRID:AB_2715497	Dilution: 1/1000
Antibody	Rabbit polyclonal to mouse Osterix/Sp7	ab22552, Abcam	RRID:AB_2194492	Dilution: 1/200
Antibody	Goat polyclonal to mouse Periostin	AF2955, R&D Systems	RRID:AB_664123	Dilution: 1/400
Antibody	Goat polyclonal to mouse PECAM1	AF3628, Bio-Techne	RRID:AB_2161028	Dilution: 1/200
Antibody	Rat monoclonal to mouse CD45	552848, BD Biosciences	RRID:AB_394489	Dilution: 1/200
Software, algorithm	Seurat	https://github.com/satijalab/seurat; Butler et al., 2024		
Software, algorithm	monocle3	https://github.com/cole-trapnell-lab/monocle3; Pliner et al., 2024		
Software, algorithm	CytoTrace	https://cytotrace.stanford.edu/		
Software, algorithm	EnrichR	https://maayanlab.cloud/Enrichr/		
Software, algorithm	SCENIC	https://github.com/aertslab/SCENIC; Aibar, 2024		
Software, algorithm	STRING v11.5 database	https://string-db.org/		
Software, algorithm	CellChat	https://github.com/sqjin/CellChat; Jin, 2024		

### Mice

C57BL/6ScNj were obtained from Janvier Labs (France). *Prrx1^Cre^* (IMSR_JAX:005584) (Logan et al., 2002) and *Rosa26-mtdTomato-mEGFP* (*R26^mTmG^*) (IMSR_JAX:007676) (Muzumdar et al., 2007) were obtained from Jackson Laboratory (Bar Harbor, ME). All SSPCs, including pSSPCs, are marked by GFP in *Prrx1^Cre;^ R26^mTmG^* mice. Mice were bred in animal facilities at IMRB, Creteil, and kept in separated ventilated cages, in pathogen-controlled environment and ad libitum access to water and food. All procedures performed were approved by the Paris Est Creteil University Ethical Committee (#27176-2020091117563300, #19295-2019052015468705, #27181-202009141201846, #33818-2021110818301267, #33820-2021110819067229). Twelve-week-old males and females were mixed in experimental groups.

### Tibial fracture

Open non-stabilized tibial fractures were induced as previously described (Perrin et al., 2021). Mice were anesthetized with an intraperitoneal injection of ketamine (50 mg/mL) and Medetomidine (1 mg/kg) and received a subcutaneous injection of buprenorphine (0.1 mg/kg) for analgesia. Mice were kept on a 37°C heating pad during anesthesia. The right hindlimb was shaved and sanitized. The skin was incised to expose the tibia and osteotomy was performed in the mid-diaphysis by cutting the bone. The wound was sutured, and the mice were revived with an intraperitoneal injection of atipamezole (1 mg/kg) and received two additional analgesic injections in the 24 hr following surgery. Mice were sacrificed at 3, 5, 7, or 14 days post-fracture.

### Nuclei extraction

Nuclei extraction protocol was adapted from Santos et al., 2021 and Martelotto, 2019, and a detailed step-by-step protocol is available (Perrin et al., 2024). We generated four datasets for this study: uninjured periosteum, periosteum, and hematoma at days 3, 5, and 7 post-tibial fracture. The uninjured and day 3 post-fracture datasets were generated in duplicates. For uninjured periosteum, tibias from four mice were dissected free of muscle and surrounding tissues. The epiphyses were cut and the bone marrow flushed. The periosteum was scraped from the cortex using dissecting Chisel (10095-12, Fine Science Tools). For days 3, 5, and 7 post-fracture, injured tibias from 4 to 9 mice were collected and the surrounding tissues were removed. The activated periosteum was scraped and collected with the hematoma. Collected tissues were minced and placed 5 min in ice-cold Nuclei Buffer (NUC101, Merck) before mechanical nuclei extraction using a glass douncer. Extraction was performed by 20 strokes of pestle A followed by 5–10 of pestle B. Nuclei suspension was filtered, centrifuged, and resuspended in RNAse-free PBS (AM9624, Thermo Fisher Scientific) with 2% bovine serum albumin (A2153, Merck) and 0.2 U/µL RNAse inhibitor (3335399001, Roche). A second step of centrifugation was performed to reduce contamination by cytoplasmic RNA. Sytox AADvanced (S10349, Thermo Fisher Scientific) was added (1/200) to label nuclei and Sytox-AAD+ nuclei were sorted using Sony SH800.

### Single-nucleus RNA sequencing

The snRNA-seq libraries were generated using Chromium Single Cell Next GEM 3′ Library & Gel Bead Kit v.3.1 (10X Genomics) according to the manufacturer’s protocol. Briefly, 10,000–20,000,000 nuclei were loaded in the 10X Chromium Controller to generate single-nucleus gel-beads in emulsion. After reverse transcription, gel-beads in emulsion were disrupted. Barcoded complementary DNA was isolated and amplified by PCR. Following fragmentation, end repair, and A-tailing, sample indexes were added during index PCR. The purified libraries were sequenced on a Novaseq (Illumina) with 28 cycles of read 1, 8 cycles of i7 index, and 91 cycles of read 2. Sequencing data were processed using the Cell Ranger Count pipeline, and reads were mapped on the mm10 reference mouse genome with intronic and exonic sequences.

### Filtering and clustering using Seurat

Single-nucleus RNAseq analyses were performed using Seurat v4.1.0 (Stuart et al., 2019; Butler et al., 2018) and RStudio v1.4.1717. 

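Of the barcodes called by Cell Ranger, 1 and 247 of the uninjured, 0 and 1228 of the day 3, 1 of the day 5 and 1084 of the day 7 library had 2% or more mitochondrial UMIs. At 1.5% or more ribosomal protein UMIs were 9, 75, 0, 2021, 100 and 2096 barcodes of the libraries in the same order, and 0, 7, 1, 400, 13 and 1 had more than 5000 genes.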

Aligned snRNAseq datasets were filtered to retain only nuclei expressing between 200 and 5000 genes and expressing less than 2% of mitochondrial genes and 1.5% of ribosomal genes. Contamination from myogenic cells was removed from the analyses. 

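Myogenic nuclei were recognised in each library as clusters in which at least 3 of Ttn, Neb, Ckm, Acta1, Mybpc1 and Ryr1 were detected in at least 50% of nuclei. Clusters of the combined data with these markers were removed as well. Both steps together removed 27.8 and 23.4% of the filtered uninjured nuclei, 51.9 and 27.3% of day 3, 13.7% of day 5 and 18.3% of day 7.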

After filtering, we obtained 1378 nuclei from uninjured periosteum, 1634 from day 3 post-fracture, 2089 from day 5 post-fracture, and 1112 from day 7 post-fracture. 

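With limits of 5% mitochondrial UMIs and no ribosomal limit in their place, 10322 nuclei would have been kept, the largest change under any alternative. Scrublet marked 112 of the 8073 nuclei that passed the filter, or 1.39%, 98 of them at day 5, and these were kept.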

The replicates of the uninjured dataset were integrated using Seurat. The integrated dataset was regressed on cell cycle, mitochondrial, and ribosomal content, and clustering was performed using the first 15 principal components and a resolution of 0.5. SSPC/fibroblast and osteogenic cells were isolated and reclustered using the first 10 principal components and a resolution of 0.2. Uninjured, days 3, 5, and 7 datasets were integrated using Seurat. The integrated dataset was regressed on cell cycle, mitochondrial, and ribosomal content. Clustering was performed using the first 20 principal components and a resolution of 1.3. SSPC, IIFC, chondrogenic, and osteogenic clusters from the integration were isolated to perform subset analysis. The subset was reclustered using the first 15 principal components and a resolution of 0.6.

### Pseudotime analysis using monocle3

Monocle3 v1.0.0 was used for pseudotime analysis (Cao et al., 2019). Single-cell trajectories were determined using monocle3 default parameters. The starting point of the pseudotime trajectory was determined as the cells from the uninjured dataset with the highest expression of stem/progenitor marker genes (*Ly6a, Cd34, Dpp4, Pi16*). Pseudotime values were added in the Seurat object as metadata and used with Seurat package.

### Differentiation state analysis using CytoTrace

To assess the level of differentiation of the cell clusters, we performed analyses using CytoTrace with the default parameters. CytoTrace scoring was plotted in violin plot and on the Seurat UMAP clustering.

### GO and Reactome and analyses

Reactome and GO analyses were performed using EnrichR (Kuleshov et al., 2016). All significant GO terms from upregulated genes in clusters 2–6 of the subset of SSPCs, IIFCs, osteoblasts, and chondrocytes were manually categorized. The five more significant terms of the Reactome analysis from the fibrogenic TFs of Figure 6 are presented in Supplementary file 3.

### Single-cell regulatory network inference using SCENIC

Single-cell regulatory network inference and clustering (SCENIC) (Aibar et al., 2017) was used to infer transcription factor (TF) networks active in SSPCs, IIFCs, osteoblasts, and chondrocytes. Analysis was performed using recommended parameters using the packages SCENIC v1.3.1, AUCell v1.16.0, and RcisTarget v1.14 and the motif databases RcisTarget and GRNboost. SCENIC package was used to perform regulon-based tSNE clustering and identified population-specific regulons. Regulon activity values were added in the Seurat object as metadata and used with Seurat package for individual feature plots or lineage scores.

### Cell–cell interaction using CellChat

Cell communication analysis was performed using the R package CellChat (Jin et al., 2021), with default parameters on the complete fracture combined dataset and on the subset of SSPCs, IIFCs, osteoblasts, and chondrocytes.

### STRING network analyses

To assess protein–protein interaction network, we used the STRING v11.5 database (Szklarczyk et al., 2021). To assess interaction in the chondrogenic cluster, we performed the analysis on the chondro-core 1 and chondro-core 2 TFs identified in our analysis. For osteo-core analyses, we performed the analysis with osteo-core genes and the most significant interactions.

### Histology and immunofluorescence

Mouse samples were processed as previously described (Perrin et al., 2021). Tibias were collected and fixed in 4% PFA (sc-281692, CliniSciences) for 4 to 24h hr at 4°C. Then, samples were decalcified in 19% EDTA for 10 days (EU00084, Euromedex), cryoprotected in 30% sucrose (200-301-B, Euromedex) for 24 hr, and embedded in OCT. Samples were sectioned in 10-µm-thick sections. Cryosections were defrosted and rehydrated in PBS. For Safranin O staining, sections were stained with Weigert’s solution for 5 min, rinsed in running tap water for 3 min, and stained with 0.02% Fast Green for 30 s (F7252, Merck), followed by 1% acetic acid for 30 s and Safranin O solution for 45 min (S2255, Merck). For immunofluorescence, sections were incubated 1 hr at room temperature in 5% serum, 0.25% Triton PBS before incubation overnight at 4°C with the following antibodies: rat monoclonal to mouse SCA1 (740450, RRID:AB_2740177, BD Biosciences), rabbit monoclonal to mouse SOX9 (ab185230, RRID:AB_2715497, Abcam), rabbit polyclonal to mouse Osterix/Sp7 (ab22552, RRID:AB_2194492, Abcam), goat polyclonal to mouse Periostin (AF2955, RRID:AB_664123, R&D Systems), goat polyclonal to mouse PECAM1 (AF3628, RRID:AB_2161028, Bio-Techne), and rat monoclonal to mouse CD45 (552848, RRID:AB_394489, BD Biosciences). Secondary antibody incubation was performed at room temperature for 1 hr. Slides were mounted with Fluoromount-G mounting medium with DAPI (00-4959-52, Life Technologies) and imaged using confocal microscopy (Carl Zeiss Microscopy GmbH).

### RNAscope in situ hybridization

The expression of *Pi16* and *Postn* was visualized using the RNAscope Multiplex Fluorescent Assay V2 (Bio-Techne). Tissues were processed as described above. 10-µm-thick sections were cut and processed according to the manufacturer’s protocol: 15 min of post-fixation in 4% PFA, ethanol dehydration, 10 min of H_2_O_2_ treatment, and incubation in ACD custom reagent for 30 min at 40°C. After hybridization and revelation, the sections were mounted under a glass coverslip with Prolong Gold Antifade (P10144, Thermo Fisher).

### Tissue dissociation and cell sorting

#### Periosteal SSPC isolation

To isolate periosteal cells, uninjured tibias from *Prrx1^Cre^; R26^mTmG^* mice were collected, and all surrounding soft tissues were carefully removed. Epiphyses were embedded in low melting agarose and tibias were placed for 30 minutes at 37°C in digestion medium composed of PBS with 3mg/mL of collagenase B (C6885, Merck), 4mg/mL of Dispase (D4693, Merck), and 100U/mL of DNAse I (WOLS02007, Serlabo, France). After digestion, tibias were removed and the suspension was filtered, centrifuged, and resuspended.

#### Injury-induced fibrogenic cell isolation

The fracture hematoma and the activated periosteum were collected from *Prrx1^Cre^; R26^mTmG^* mice 3 days post-fracture. Tissues were minced and digested at 37°C for 2 hr in DMEM (21063029, Life Technologies) with 1% Trypsin (15090046, Life Technologies) and 1% collagenase D (11088866001, Roche). Cells in suspension were removed every 20 min and the digestion medium was replaced. After 2 hr, the cell suspension was filtered, centrifuged, and resuspended.

#### Cell sorting and transplantation

Digested cells were incubated 30 min with anti-SCA1-BV650 (BD Biosciences, 740450) or anti-CD146-BV605 (BD Biosciences, 740636). Cells were sorted using Influx Cell Sorter. Prior sorting, Sytox Blue (S34857, Thermo Fisher Scientific) was added to stain dead cells. We sorted living single GFP^+^ SCA1^+^ (pSSPCs excluding GFP^-^ endothelial cells and SCA1^-^ pericytes) and living single GFP^+^ SCA1^-^ cells from the uninjured periosteum of *Prrx1^Cre^;R26^mTmG^* mice. For IIFCs, living single GFP^+^ CD146^-^ cells were sorted, to eliminate CD146^+^ pericytes. Cell transplantation was performed as described in Perrin et al., 2021. 30,000–45,000 sorted GFP^+^ cells were embedded in Tisseel Prima fibrin gel, composed of fibrinogen and thrombin (3400894252443, Baxter S.A.S, USA), according to the manufacturer’s instructions. Briefly, the cells were resuspended in 15 μL of fibrin (diluted at 1/4), before adding 15 μL of thrombin (diluted at 1/4) and mixing. The pellet was then placed on ice for at least 15 min for polymerization. The cell pellet was transplanted at the fracture site of wild-type mice at the time of fracture.

### In vitro colony-forming unit (CFU) assay

Prrx1-GFP^+^ SCA1^+^ and Prrx1-GFP^+^ SCA1^-^ periosteal cells were isolated from *Prrx1^Cre^;R26^mTmG^* mice (male and female) as described above. Sorted cells were plated at a cell density of 2000 cells per 6-well plates in growth media consisting of MEMα supplemented with 20% FBS, 1% penicillin-streptomycin (Life Technology, Carlsbad, CA), and 0.01% bFGF (R&D, Minneapolis, MN). The medium was changed every 2–3 days. After 11 days, plates were washed twice with PBS, fixed with methanol, stained with 0.5% crystal violet diluted in 20% methanol, and colonies were manually counted.

### Statistical analyses

Statistical difference between CFU potential of SCA1+ and SCA1- cells was determined using Mann–Whitney test. Statistical difference between the number of activated regulons per cell was determined using one way-ANOVA followed by a post hoc test. p-Values <0.01 and <0.001 are reported as ** and ***, respectively.

## Data Availability

Single nuclei RNAseq datasets are deposited in the Gene Expression Omnibus (GSE234451). The integrated dataset was deposited on USCS Cell Browser for easy use: (https://fracture-repair-atlas.cells.ucsc.edu). This paper does not report original code. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Céline Colnot (). The following datasets were generated: PerrinS ColnotC 2024Single nuclei RNAseq of the periosteal response to bone fracture in miceNCBI Gene Expression OmnibusGSE234451 PerrinS 2024Fracture Repair AtlasUSCS Cell Browserfracture-repair-atlas

# Supplementary material for: Single-nucleus transcriptomics reveal the differentiation trajectories of periosteal skeletal/stem progenitor cells in bone regeneration
**Source:** eLife. 2024 Dec 6;13:RP92519. doi: 10.7554/eLife.92519
**Supplement:** Supplementary file 1.

| **Score** | **Genes** |
| --- | --- |
| **Stem/progenitor score** | *Ly6a, Cd34, Dpp4, Pi16* |
| **Fibrogenic score** | *Postn, Aspn, Col3a1, Col5a1, Col8a1* |
| **Chondrogenic score** | *Acan, Col2a1, Sox9, Fgfr3* |
| **Osteogenic score** | *Sp7, Alpl, Ibsp, Ifitm5, Bglap* |
| **Notch score** | *Notch1, Notch3, Notch2, Notch4, Jag1, Dtx3, Fbxw7, Psen1, Epn2, Sel1l, Maml1, Spen, Anxa4* |
| **ECM score** | *Col5a1, Col5a2, Col5a3, Col3a1, Col8a1, Col8a2, Col12a1, Eln, Postn, Aspn, Lox, Tll1, Smoc1, Pxdn, Smoc2* |
| **BMP score** | *Bmp5, Bmpr1a, Acvr1, Bmpr2* |
| **TGFb score** | *Tgfb2, Tgfb3, Tgfbr1, Tgfbr2, Acvr1* |
| **PDGF score** | *Pdgfc, Pdgfd, Pdgfra, Pdgfrb* |
| **POSTN score** | *Postn, Itgav, Itgb5* |
| **PTN score** | *Ptn, Sdc2* |
| **ANGPLT score** | *Angptl2, Angptl4, Cdh11, Itga1, Itga5* |
| **Total ligand score** | *Bmp5, Tgfb2, Tgfb3, Postn, Ptn, Angptl4, Angptl2, Pdgfc, Pdgfd* |
| **Total receptor score** | *Bmpr1a, Acvr1, Bmpr2, Tgfbr1, Tgfbr2, Itgav, Itgb5, Sdc2, Ncl, Pdgfra, Pdgfrb* |

# Supplementary material for: Single-nucleus transcriptomics reveal the differentiation trajectories of periosteal skeletal/stem progenitor cells in bone regeneration
**Source:** eLife. 2024 Dec 6;13:RP92519. doi: 10.7554/eLife.92519
**Supplement:** Supplementary file 2.

| **Group of regulons** | **Regulons** |
| --- | --- |
| **Fibro-core regulons** | Arnt, Bach1, Bcl3, Cux1, E2f3, Elk4, Etv6, Fosl2, Foxn3, Foxp1, Jun, Junb, Mdb4, Meis1, Myc, Nfib, Pbx1, Pbx3, Rocor1, Runx1, Six1 |
| **Chondro-core 1 regulons** | Npas2, Hif1a, Sp1, Arntl, Bach2, Nfkb1, Maf, Tead1, Nfatc2 |
| **Chondro-core 2 regulons** | Sox6, Sox5, Sox9, Mef2c, Nfat5, Mef2d, Ccnt2, Clock, Ppard, Irf2, Trp53, Peg3, Creb3l2, Ets1 |
| **Osteo-core regulons** | Nr2f6, Nfic, Shox2, Tbx2, Sp7, Bcl11b, Tcf7, Runx2 |

# Supplementary material for: Single-nucleus transcriptomics reveal the differentiation trajectories of periosteal skeletal/stem progenitor cells in bone regeneration
**Source:** eLife. 2024 Dec 6;13:RP92519. doi: 10.7554/eLife.92519
**Supplement:** Supplementary file 3.

| **Reactome number** | **Term** | **Adjusted p-value** |
| --- | --- | --- |
| R-HSA-157118 | Signaling By NOTCH | 2,52E-04 |
| R-HSA-1912408 | Pre-NOTCH Transcription And Translation | 0,00250164 |
| R-HSA-1912422 | Pre-NOTCH Expression And Processing | 0,00331873 |
| R-HSA-5619507 | Activation Of HOX Genes During Differentiation | 0,00394002 |
| R-HSA-9018519 | Estrogen-dependent Gene Expression | 0,00697148 |

# Supplementary material for: Single-nucleus transcriptomics reveal the differentiation trajectories of periosteal skeletal/stem progenitor cells in bone regeneration
**Source:** eLife. 2024 Dec 6;13:RP92519. doi: 10.7554/eLife.92519
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Information provided in the methods, section : “Histology and immunofluorescence”. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | X |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | X |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Information provided in the methods, section : “In vitro colony-forming Unit (CFU) assay”. |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Information provided in the methods, section : “Mice”. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | X |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | X |
| Microbes: provide species and strain, unique accession number if available, and source. |  | X |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **X** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | X |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Information provided in the methods, section : “Nuclei extraction”. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | X |
| Randomisation |  | **X** |
| Blinding |  | X |
| Inclusion/exclusion criteria | Information provided in the methods, section : “Filtering and clustering using Seurat”. |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Information provided in the figure legends. |  |
| Define whether data describe technical or biological replicates. | Information provided in the figure legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | X |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Information provided in the methods, section : “Mice”. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | X |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | X |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Quality control to eliminate low quality cells was performed and all details on selection criteria are in the methods, section : “Filtering and clustering using Seurat”. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Information provided in the methods, section : “Statistical analyses”. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Information provided in the “Resource availability”. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Information provided in the “Resource availability”. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Information provided in the “Resource availability”. |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Information provided in the “Resource availability”. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | X |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Information provided in the “Resource availability” and in the methods. |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | X |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

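The authors deposited, for each of the 6 libraries, a matrix of raw UMI counts per gene and nucleus barcode, and every result starts from these UMI counts. The barcodes numbered 13551 with 55293921 UMIs in all, and the libraries listed between 31055 and 32287 genes. Counts were limited to the 30406 genes listed for every library.

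Nuclei with 200 to 5000 genes, under 2% mitochondrial and under 1.5% ribosomal protein UMIs were kept, 8073 in all. Scrublet (expected doublet rate 6%) marked doublets, which were kept because the methods name no doublet caller. Each library was clustered with scanpy, and clusters in which at least 3 of 6 myogenic markers were found in at least 50% of nuclei were removed, which left 6393 nuclei. Clusters of the combined data named myogenic were then removed and the remaining 6178 nuclei clustered again.

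Libraries were integrated with Seurat (log-normalization to 10000 UMIs per nucleus, variable features, canonical correlation anchors, regression of cell cycle, mitochondrial and ribosomal scores), without the marker and score genes among the features. Resolution was 1.3 for the combined and 0.5 for the uninjured data, 0.2 for the uninjured subclusters (10 components) and 0.6 for the stromal nuclei (15 components). A cluster took the name of the class with the highest mean log2 ratio of its markers to the median over clusters (10 CPM added), among classes with at least 3 markers in at least 10% of nuclei. It stayed unnamed where fewer than 3 markers were detected, where another class had more markers among the top 10 genes, where median depth was under 0.333 of that of its libraries with none of its markers among the top 10 genes, or where at least 2 of the tendon genes Tnmd, Mkx, Scx, Thbs4 and Fmod were among the top 10 genes of a stromal class.

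Shares, scores and genes per nucleus used nuclei thinned to 500 UMIs, and stromal nuclei under 500 UMIs were left out, at most 4 per library. Scores are means over the genes of a list of the natural logarithm of 1 plus UMIs per 10000. The lists were taken from the paper and its Supplementary file 1, with lists of 15 clock genes and 5 sex-linked genes added. At day 3, 2 of the 14 tested clock genes (Nr1d1 and Hlf) were called lower and 5 when adjusted over the list alone, with a median log2 fold change of -1.05. None of the 5 sex-linked genes was called by edgeR's quasi-likelihood test, 1 had an unadjusted p under 0.05, and the median was -1.41. Pseudotime was scanpy's diffusion pseudotime with 30 neighbours and 10 diffusion components. In place of CytoTRACE, genes per nucleus and the 200 genes most correlated with them were used, without its smoothing. SCENIC, CellChat, STRING and monocle3 results were not analysed here, and transcription factors, ligands and receptors were measured by their own expression.

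Day 3 was tested against uninjured on UMIs summed per library over stromal nuclei (filterByExpr, TMM, glmQLFit and glmQLFTest of edgeR), with an adjusted p under 0.05 as the threshold. Days 5 and 7 have 1 library each and were not tested. Besides the genes the paper names, genes were named by a rule that took the 5 largest changes in each direction among called genes with at least 50 CPM on average in the higher group and the same direction in all 4 pairs of a day 3 and an uninjured library, and the 3 leading genes of each cluster among those detected in at least 25% of its nuclei. The genes of the test were Csf3r, Hmmr, Cxcl5, Brinp3 and Kif26b, which were higher, and C7, Fmo2, 1700019D03Rik, Plcxd3 and Inmt, which were lower. In a simulated set with 200 genes changed by a log2 fold change of 3 at the common dispersion of 0.105, the test called 186 of the 196 changed genes among 8708 tested, 94.9%, with 14 unchanged genes called, and the median log2 fold change of raised genes was 3.17.

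Alternatives to each choice were set before the data were examined. They covered no integration, resolution 0.8, marker genes kept, limits of 5% mitochondrial and no ribosomal UMIs, no upper limit on genes, doublets removed, thinning to 1000 UMIs or none, 10 components for pseudotime, subclustering resolution 0.5, DESeq2, no filter on low counts, all nuclei in place of stromal nuclei, pooled nuclei, myogenic clusters kept, and each uninjured and day 3 library left out in turn. Chosen after seeing the data were the tendon rule, the details of the naming, the removal of myogenic clusters from the combined data, the choice of time points compared in each score, the counting of unnamed clusters in their closest class and the removal of each uninjured library for genes per nucleus. Gene coordinates follow GENCODE mouse release 21 on GRCm38. The versions were R 4.3.3, Seurat 5.3.0, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.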

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

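Among the tests in this part, those of callus cells that kept their cytoplasm and of the Cell Ranger version were chosen after the results they measure had been seen.

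The day 7 library holds barcodes unlike any other library. Of its 3448 barcodes, 2093 (60.7%) had at least 5% ribosomal protein UMIs, against 0, 1, 0, 49 and 7 in the other libraries, a signal in barcodes that the filter removes and the paper does not report on. They carried 16.4% ribosomal UMIs and a median of 777 UMIs, and the remaining 1352 low-ribosomal barcodes 0.167% and 1306.5 UMIs. Callus cells that kept their cytoplasm would carry the transcripts of the callus, but the median ratio of 6 callus genes (Col1a2, Postn, Col12a1, Runx2, Acan, Ptprc) between rich and low-ribosomal barcodes was 0.00688. Free RNA in droplets without a nucleus would spread as Poisson counts, but the variance of Ttr and 2 embryonic globin genes over barcodes was at least 2.44 times that. Carry-over from another of the libraries would share barcodes with it, and at most 0.0956% were shared. Cells of another tissue, with neural and embryonic blood transcripts, may be the source, as all 10 genes of a neural list written before they were looked at were over 4 times as abundant in the rich barcodes. Ttr reached 3426 CPM there against 1.89, Dcc 2807 against 10.2, Rmst 1627 against 3.40 and Hbb-y 1707 against 8.30. How these came into the library stays open, and no biological explanation was tested.

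At day 3, 5 genes outside those the paper discusses were the most raised of the abundant genes in stromal nuclei, with log2 fold changes of 8.68 for Csf3r (adjusted p = 0.0118), 8.58 for Hmmr (4.9e-03), 7.77 for Cxcl5 (2.6e-04), 6.73 for Brinp3 (2.6e-04) and 6.72 for Kif26b (2.6e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each higher in both day 3 libraries. Csf3r and Hmmr were at 0 in both uninjured libraries and were at least 38.4-fold and 21.7-fold higher, and the pooled ratio was 291 for Cxcl5 (counting interval 52.0 to 11528), 112 for Brinp3 (43.7 to 413) and 119.5 for Kif26b (60.5 to 277). Without uninjured replicate 2 all 5 were at 0 in the uninjured library and at least 9.06-fold (Cxcl5), 14.0-fold (Brinp3), 29.7-fold (Kif26b), 2.02-fold (Hmmr) and 3.59-fold (Csf3r) higher, and without day 3 replicate 2 Csf3r was at least 6.17-fold higher. Over all nuclei in place of stromal nuclei, Csf3r changed by 5.48 (adjusted p = 0.0684) and Kif26b by 1.87 (adjusted p = 0.108) in the edgeR quasi-likelihood test.

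For Cxcl5, Brinp3, Kif26b and Hmmr, free RNA from immune nuclei or doublets with them would leave less RNA in stromal than in immune nuclei, but at day 3 stromal nuclei had at least 5.70 times as many CPM. The Cell Ranger version is excluded as well, since without uninjured replicate 1, which leaves libraries of a single version, the lowest log2 fold change of Cxcl5, Brinp3 and Kif26b was 6.52, and Hmmr, at 0 in the uninjured library, was at least 19.7-fold higher. A response to the fracture stays open as a hypothesis found and tested on the same data, as does a change in the mix of stromal populations, which was not separated from it.

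For Csf3r, immune RNA may be the source, as its level in stromal nuclei was at most 0.177 of that in immune nuclei, with 13.5 against 76.4 and 99.2 against 639 CPM in the day 3 libraries. Ptprc showed the same order, with 32.5 against 742 and 135 against 2071. An unnamed cluster led by Csf3r reached 3139 CPM in day 3 replicate 2 and is another candidate source in that library. In day 3 replicate 1 this cluster had only 16.1 CPM, against 13.5 in stromal nuclei.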

How the results depend on the processing

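The alternatives that counted unnamed clusters in their closest class and left out an uninjured library for genes per nucleus were chosen after seeing the data. No paired analysis was possible because the labels pair no uninjured library with a fractured one. Of 361 values of 49 results when a single choice was changed, 72 moved and 4 reversed. The other 285 moved by less than the spread between replicates or, for counts, by a factor of at most 1.5. With the values without 1 library counted as well, 44 of the results had no reversed value. Of 316 values of 32 single genes when a single choice was changed, 8 moved, 3 became weaker and 1 reversed. The other 304 stayed the same, meaning that they kept their direction and their side of the threshold. With 1 library left out, 98 values of the single genes stayed the same and 30 moved. Where a value moved, the cause was not tested, except that thinning alters depth and leaving out nuclei alters their number by construction.

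Without integration, the day 3 minus uninjured difference in percentage points was -20.5 for the SSPC-like share (-5.18 with integration), 24.4 for the IIFC-like share (5.67) and 55.5 for the immune-like share (41.4). The IIFC-like share at day 5 minus uninjured was then 39.7 (20.8), the chondrocyte-like share at day 7 minus day 3 27.1 (20.9) and the osteoblast-like share at day 5 minus day 3 5.82 (6.26). Pseudotime minus uninjured was 0.112 at day 3 (0.0152), 0.142 at day 5 (0.0552) and 0.131 at day 7 (0.0814), and the ligand score at day 5 minus uninjured was 0.294 (0.301). No fibroblast-like population was named in this setting, so it gave no share of SSPC-like and fibroblast-like nuclei together. At resolution 0.8 the IIFC-like difference at day 5 was 18.0.

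With marker genes kept among the features, the IIFC-like differences were 8.08 at day 3 and 16.8 at day 5, the chondrocyte-like difference 20.3, the chondrogenic score at day 7 minus day 3 0.538 (0.502) and the pseudotime differences 0.0721 at day 5 and 0.0959 at day 7. With limits of 5% mitochondrial and no ribosomal UMIs, 10322 nuclei were kept in place of 6178, the SSPC-like and fibroblast-like difference at day 3 was -8.61 (-3.35), the IIFC-like differences 9.65 and 18.5, the chondrocyte-like 6.86, the osteoblast-like 5.96 and the immune-like 30.7. The PDGF score at day 5 minus uninjured was then -0.0786 (-0.102), and pseudotime 0.00757 at day 3 and 0.0527 at day 7. With no upper limit on genes the IIFC-like differences were 10.7 and 16.5, the chondrocyte-like 21.2, the PDGF score -0.125 and pseudotime 0.0409 at day 5 and 0.0436 at day 7. With doublets removed the IIFC-like difference at day 5 was 18.3 and pseudotime at day 7 0.0565. With unnamed clusters counted in their closest class, the SSPC-like and fibroblast-like difference was -9.28, the IIFC-like at day 5 22.2, the stem/progenitor score at day 3 minus uninjured -0.334 (-0.440), the PDGF score -0.0877, the ligand score 0.313 and the chondro-core 1 score at day 3 minus uninjured 0.118 (0.137). Pseudotime from 10 components was 0.0648 at day 7.

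At 1000 UMIs per nucleus the stem/progenitor score difference was -0.697, the chondrogenic 0.698, matrix 0.497 (0.447 at 500 UMIs), PDGF -0.178, POSTN 0.784 (0.664), ANGPTL 0.296 (0.180), ligand 0.369, chondro-core 1 0.162 and chondro-core 2 at day 7 minus day 3 0.393 (0.279). Between the Pi16+ and the next subcluster the difference in share was 18.7 for Cd34 (7.21) and 53.7 for Dpp4 (35.4), and that in genes per nucleus reversed, from 4.75 to -2.25. Without thinning it was -179, from the Luzp2+ subcluster, the signature difference reversed from -0.0705 to 0.0420, and the Notch score at day 3 minus uninjured reversed from -0.0173 to 0.0657. The other scores without thinning were -0.601 for stem/progenitor, 1.16 for fibrogenic (0.858), 0.654 for chondrogenic, 0.117 for osteogenic (0.0800), 0.666 for matrix, 0.601 for BMP (0.257), 0.248 for TGFβ (0.0561), -0.0515 for PDGF, 0.881 for POSTN, 0.360 for ANGPTL, 0.511 for ligands, 0.183 for receptors (0.0432), 0.446 for fibro-core (0.210), 0.340 for chondro-core 1 and 0.241 for osteo-core (0.144).

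DESeq2 called 181 genes higher and 296 lower at day 3 against 318 and 458 with edgeR, no filter on low counts gave 558 higher, and all nuclei gave 720 lower. Over all nuclei the log2 fold change of Notch3 reversed from 0.14 to -2.09. With each library left out in turn, the SSPC-like and fibroblast-like difference ranged from -7.09 to 0.389 and reversed without uninjured replicate 2, the receptor score difference ranged from -0.0264 to 0.113 and reversed without uninjured replicate 1, and that in genes per nucleus ranged from -2.0 to 10.0 and reversed without uninjured replicate 1. Shares in the Pi16+ subcluster exceeded the next by 7.25 to 9.15 points for Cd34 and by 17.5 to 41.7 for Dpp4, with both moved without uninjured replicate 2. Depth limits the values at 1000 UMIs, which 43 of the 88 stromal nuclei of uninjured replicate 1, 82 of the 302 of replicate 2 and 258 stromal nuclei of day 7 did not reach.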

Differences from the paper's values

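None of the tests in this part was chosen to close a gap, and the counting of unnamed clusters in their closest class was chosen after seeing the data. The shares are percentages of all nuclei of a library here, and the populations rest on rebuilt names. A gap counts as closed where the larger value was at most 1.5 times the smaller or the difference was within the SD between replicates, so that a closed gap need not mean equal values. The setting of 5% mitochondrial UMIs and no ribosomal limit, named by its first part below, changes 2 limits together and lets in the barcodes rich in ribosomal protein transcripts, 2093 of them in the day 7 library, so that 3209 day 7 nuclei were kept after the first removal of myogenic nuclei in place of 1115.

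SSPC-like and fibroblast-like nuclei together made up 15.0% of nuclei at day 3, against the paper's about 5% in Fig. 3E, read by eye, for its SSPCs, beside which it has no fibroblasts as a population. Part of the fibroblast-like nuclei after fracture may be the paper's IIFCs, so this sum need not be the counterpart of its SSPCs. Of the alternatives set before the data were examined, no upper limit on genes closed the gap (7.54%), and resolution 0.8 (15.0%), marker genes kept (12.1%), the 5% mitochondrial limit (10.8%) and doublets removed (12.2%) did not. At day 5 the values were 14.0% and the paper's about 6.5%, read by eye in Fig. 3E. No upper limit on genes closed this gap (8.74%), and resolution 0.8 (13.9%), marker genes kept (13.95%), the 5% mitochondrial limit (11.4%) and doublets removed (12.3%) did not. At day 7 they were 17.7% and the paper's about 6%, read by eye in Fig. 3E. The setting of 5% mitochondrial UMIs and no ribosomal limit closed it (8.26%) on that larger number of nuclei, and resolution 0.8 (17.6%), marker genes kept (16.2%), no upper limit on genes (10.7%) and doublets removed (13.3%) did not. Unnamed clusters counted in their closest class gave 15.4, 14.9 and 18.3% at days 3, 5 and 7.

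IIFC-like nuclei made up 7.85% at day 3 against the paper's about 19% in Fig. 3E, read by eye. No integration (27.0%) and no upper limit on genes (22.1%) closed the gap, and resolution 0.8 (7.69%), marker genes kept (10.7%), the 5% mitochondrial limit (10.8%), doublets removed (11.8%) and unnamed clusters counted (12.0%) did not. SSPC-like, fibroblast-like and IIFC-like nuclei together made up 22.9% at day 3, beside the paper's about 5% SSPCs and about 19% IIFCs, read by eye in Fig. 3E, whose gaps lie in opposite directions, and 42.6% at day 7. At day 7 IIFC-like nuclei made up 24.9% against the paper's about 53%, read by eye in Fig. 3E. No integration closed this gap (42.7%), and resolution 0.8 (18.3%), marker genes kept (19.3%), the 5% mitochondrial limit (5.46%), no upper limit on genes (29.0%), doublets removed (23.2%) and unnamed clusters counted (29.3%) did not.

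Chondrocyte-like nuclei made up 0.614% at day 3 against the paper's about 1% in Fig. 3E, read by eye. The 5% mitochondrial limit (0.708%) and doublets removed (0.785%) closed the gap, and no integration (0.208%), resolution 0.8 (0.614%), marker genes kept (0.644%), no upper limit on genes (0.285%) and unnamed clusters counted (0.614%) did not. At day 5 they made up 6.504% against the paper's about 10%, read by eye in Fig. 3E. The 5% mitochondrial limit (8.27%) and doublets removed (8.02%) closed it, no upper limit on genes (6.79%) fell just inside the limit of 1.5 times while most of the gap remained, and no integration (6.08%), resolution 0.8 (6.36%), marker genes kept (6.31%) and unnamed clusters counted (6.504%) did not.

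Further values go against a gene, ranking or direction in the paper. The paper has the Pi16-expressing population alone carry the stemness markers, and 17.8% of Csmd1+ nuclei had a Cd34 UMI and 6.73% a Ly6a UMI at 500 UMIs per nucleus. A legend has no Postn in SSPCs of the uninjured periosteum, and 55 Postn UMIs, 137 CPM (104 to 179), were counted in SSPC-like nuclei. Pericyte/SMC-like nuclei had 52.6 CPM (34.4 to 77.1). Endothelial-like nuclei, taken above as lacking the gene, were lower, so the pericyte/SMC-like level need not be background. In replicate 2 alone the intervals of SSPC-like and pericyte/SMC-like nuclei overlapped, at 108 (76.1 to 148) and 76.0 (49.2 to 112). This overlap rests on pericyte/SMC-like nuclei as the comparison. The paper gives the Pi16-expressing population the least differentiated rank by CytoTRACE, whose smoothing was not applied here. At 500 UMIs per nucleus the number of genes put it first by 4.75 genes over the means of the libraries, though not in replicate 2. At 1000 UMIs it was not first. Its medians in replicates 1 and 2 were then 674 and 702 genes, against 675.5 and 705 in the Csmd1+ subcluster. The signature at 500 UMIs did not put it first, at 0.505 there and 0.648 in the osteogenic subcluster over both libraries together. Without thinning the signature was 1.09 in the Pi16+ subcluster over both libraries together. In replicate 1 it was 0.747, below the 0.837 of the Hsd11b1+ subcluster, which held 7 nuclei there.

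The paper places the rise of Postn in IIFCs, and Postn also reached 3208 CPM at day 5 in fibroblast-like nuclei.

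The paper places the TGFβ peak at day 3, and the score was highest at day 5, at 0.291 against 0.256, a difference below the replicate SD. It has Notch genes rise in the IIFC stage, and the Notch score over the post-fracture libraries was 0.132 in IIFC-like and 0.128 in SSPC-like nuclei, a difference below the SD of 0.0210 over the IIFC-like libraries. Its change from uninjured to day 3, -0.0173, was below the SD of 0.0232 between the uninjured replicates, was -0.000866 without uninjured replicate 1 and was a rise of 0.0657 without thinning.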

Other observations

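All of the tests in this part were written before the values they measure were seen.

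The 15 clock genes differed between libraries. A shift shared by all populations of a library would give most genes the same direction in stromal, endothelial and immune nuclei, and 9 of 15 had it at day 3, 11 at day 5 and 8 at day 7, so this shift cannot be told apart from changes in single populations, because the counts lie between those the explanations predict and the uninjured libraries differ among themselves. Between the uninjured replicates, 7 of the 15 genes had the same direction in all of these populations. In endothelial nuclei 13, 12 and 12 genes followed stromal nuclei at days 3, 5 and 7, and in immune nuclei 11, 13 and 10. No biological explanation was tested.

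Uninjured replicate 1, day 3 replicate 1 and the day 5 and day 7 libraries held transcripts of both sexes. Nuclei of male and female mice pooled in a library may account for this, as Y-linked UMIs were at most 0.248 times as frequent among nuclei with at least 2 Xist UMIs as among nuclei without Xist. Sex-linked free RNA from another library would give few nuclei with Y-linked UMIs, and the lowest share among nuclei without Xist was 38.5%. Uninjured replicate 2 had 13.6 Xist and 575 Y-linked CPM, and day 3 replicate 2 had 1520.2 and 0.722. The sexes of the mice were not tested as an explanation of any difference between time points.

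Among the genes named by rule, C7 (ENSMUSG00000079105, chromosome 15 from 4988762 to 5063740) changed by -10.75 at day 3 (adjusted p = 2.8e-04), Fmo2 by -10.73 (2.6e-04), 1700019D03Rik by -8.66 (2.3e-03), Plcxd3 by -8.33 (2.8e-04) and Inmt by -7.33 (1.7e-03) in stromal nuclei with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, lower in both day 3 libraries. The pooled ratio was 2595 for C7 (counting interval 718 to 21436), 438 for Plcxd3 (121 to 3623) and 132 for Inmt (23.0 to 5271). Fmo2 and 1700019D03Rik were at 0 at day 3 and were at least 128-fold and 33.6-fold lower. Without uninjured replicate 2 the pooled ratio was 607 for C7 (162 to 5108), 141 for Plcxd3 (33.6 to 1262) and 299 for Inmt (47.3 to 12475), and the limits for Fmo2 and 1700019D03Rik were 216-fold and 49.9-fold. Without day 3 replicate 2 all 5 genes were at 0 at day 3 and were at least 301-fold (C7), 50.8-fold (Plcxd3), 7.66-fold (Inmt), 22.3-fold (Fmo2) and 5.86-fold (1700019D03Rik) lower.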
